# Histone H3 Lysine 27 demethylases Jmjd3 and Utx are required for T-cell differentiation

**DOI:** 10.1038/ncomms9152

**Published:** 2015-09-02

**Authors:** Sugata Manna, Jong Kyong Kim, Catherine Baugé, Margaret Cam, Yongmei Zhao, Jyoti Shetty, Melanie S. Vacchio, Ehydel Castro, Bao Tran, Lino Tessarollo, Rémy Bosselut

## Abstract

Although histone H3 lysine 27 trimethylation (H3K27Me3) is associated with gene silencing, whether H3K27Me3 demethylation affects transcription and cell differentiation *in vivo* has remained elusive. To investigate this, we conditionally inactivated the two H3K27Me3 demethylases, Jmjd3 and Utx, in non-dividing intrathymic CD4^+^ T-cell precursors. Here we show that both enzymes redundantly promote H3K27Me3 removal at, and expression of, a specific subset of genes involved in terminal thymocyte differentiation, especially *S1pr1*, encoding a sphingosine-phosphate receptor required for thymocyte egress. Thymocyte expression of S1pr1 was not rescued in Jmjd3- and Utx-deficient male mice, which carry the catalytically inactive Utx homolog Uty, supporting the conclusion that it requires H3K27Me3 demethylase activity. These findings demonstrate that Jmjd3 and Utx are required for T-cell development, and point to a requirement for their H3K27Me3 demethylase activity in cell differentiation.

## Abstract (web summary)

Histone post-translational modifications such as the trimethylation of histone H3 at lysine 27 (H3K27Me3), affect DNA accessibility and transcription. Here, the authors show that Jmjd3 and Utx, two H3K27Me3 demethylases, are important for regulating the expression of genes involved in terminal thymocyte differentiation.

Lineage differentiation during metazoan development is mediated by cell-specific transcriptional programs directing gene expression. The control of such transcriptional ‘circuits' involves transcription factors that directly or indirectly bind specific DNA sequences, and locus-specific modifications of DNA or histones. Although much progress has been made in identifying transcription factors driving cell differentiation, including during T-cell development in the thymus^1^,^2^, the role of DNA or histone modifiers is less well understood.

Much attention has focused on histone post-translational modifications, including methylation, acetylation and ubiquitination^3^,^4^, which affect DNA accessibility and recruitment of specific transcriptional activators or repressors. The trimethylation of histone H3 lysine 27 (H3K27Me3) is of specific interest because it promotes lineage-specific gene silencing in embryonic stem cells and is therefore thought to be important to maintain multipotency^5^,^6^,^7^,^8^. H3 K27 is methylated by Ezh2, a methyl transferase part of Polycomb-complex 2 (PRC2), or the related molecule Ezh1. H3K27Me3 accumulation at promoter sites promotes silencing at least in part through recruitment of Polycomb-complex 1 (PRC1) components^5^,^6^,^7^,^8^.

Even though gene-targeted clearance of H3K27Me3 is thought to be essential for the emergence of lineage-specific gene expression during development, the mechanisms governing the removal of the mark are not well understood. The discovery of H3K27 demethylases Jmjd3 and Utx has suggested that active demethylation contributes to the depletion of H3K27Me3 and to initiation of lineage-specific gene expression^9^,^10^,^11^,^12^,^13^. However, whereas both molecules are necessary during mouse embryonic or postnatal development^14^,^15^,^16^,^17^,^18^,^19^, it has remained unclear whether such biological functions involve their demethylase activity. Indeed, a Y-chromosome-encoded homolog of Utx, Uty, which lacks demethylase activity, rescues Utx functions in Utx-deficient male embryonic stem cells and embryos^14^,^16^,^17^,^18^, in which its expression largely mirrors that of Utx^16^,^20^. Similarly, a Utx mutant engineered to lack demethylase activity rescues the development of female Utx-deficient embryos^17^,^18^. Strikingly, Uty rescues the development of embryos lacking both Utx and Jmjd3 (ref. 21). Thus, the contribution of Jmjd3 and Utx demethylase activity to their biological functions has remained elusive.

We thought that assessing the role of these molecules in T-cell development would help address this critical question. In developing thymocytes and in effector T-cells, gene-specific levels of H3K27 methylation are developmentally controlled and removal of the tri-methyl mark is associated with induction of gene expression, in keeping with the idea that the mark promotes gene repression^22^,^23^,^24^,^25^. In the thymus, H3K27Me3 developmental removal has been observed at the promoter of the gene (*Zbtb7b*) encoding the CD4^+^-lineage-specific transcription factor Thpok^26^, a molecule required for the development of CD4^+^ T-cells from CD4^+^CD8^+^ (‘double positive', DP) thymic precursors^27^. Furthermore, the differentiation of DP thymocytes into CD4^+^-lineage cells is not associated with cell division, suggesting that an active H3K27Me3 removal mechanism is required to clear the mark; in contrast, rapidly proliferating cells can conceivably ‘dilute' the mark during cell division.

By examining the role of Jmjd3 and Utx in non-dividing DP and CD4^+^ and CD8^+^ ‘single-positive' thymocytes, the present study shows that these enzymes are redundantly required for H3K27Me3 homeostasis and gene expression. They are needed for the removal of H3K27Me3 at, and expression of, multiple promoters characteristic of mature thymocytes and T-cells, in particular *S1pr1*, a gene needed for thymocyte egress. As a result, Jmjd3 and Utx are required for the generation of a normal T-cell repertoire. Importantly, *S1pr1* expression was not rescued by Uty in male cells lacking both Jmjd3 and Utx, supporting the idea that it requires Jmjd3- or Utx-catalyzed H3K27Me3 demethylation at its promoter. These findings demonstrate that Jmjd3 and Utx are required for T-cell differentiation.

## Results

### Jmjd3 and Utx are important for T-cell development

To evaluate the role of Utx and Jmjd3 in T-cell development, we inactivated the genes encoding these enzymes (*Kdm6a* and *Kdm6b*, respectively called *Utx* and *Jmjd3* hereafter). Because germline disruption of either gene causes embryonic or neonatal death^14^,^16^,^17^,^18^,^28^, we used *Cd4*-Cre to target DP thymocytes for deletion of *Jmjd3*^f^ and *Utx*^f^ conditional alleles (Supplementary Fig. 1a,b), in which LoxP sequences flank exons encoding the catalytic JmjC domain^29^. We verified deletion of floxed sequences in thymocytes from *Jmjd3*^f/f^ and *Utx*^f/f^ *Cd4*-Cre mice (called *Jmjd3*- and *Utx*-deficient or -KO hereafter) by genomic DNA PCR, and loss of protein expression by immunoblotting (Supplementary Fig. 2a–c).

CD4 and CD8 SP thymocytes developed in mice with *Cd4*-Cre-mediated deletion of *Jmjd3*, *Utx* or both (dKO thereafter) (Fig. 1a). However, we noted increased numbers of CD4 SP thymocytes; most of them were mature post-selection cells, characterized by high-level T-cell antigen receptor (TCR) and low-level CD24 expression (TCR^hi^ CD24^lo^, Fig. 1a,b). Increased thymocyte numbers contrasted with reduced numbers of total and naive CD4^+^ T-cells in the spleen (Fig. 1a,b and Supplementary Fig. 3a). Because the developmental block was incomplete even in double mutant mice, and because effects on CD8^+^ T-cell differentiation were not as pronounced (Supplementary Fig. 3b,c), we considered that earlier disruption of *Jmjd3* and *Utx* might have a greater impact on thymocyte development. Consequently, we inactivated *Jmjd3* and *Utx* using *Lck*-Cre, which becomes active in earlier T-cell progenitors than *Cd4*-Cre. *Lck*-Cre disruption of both genes resulted in an accumulation of mature (TCR^hi^ CD24^lo^) CD4 SP thymocytes and a CD4^+^ lymphopenia similar to those seen with *Cd4*-Cre disruption (Supplementary Fig. 3d,e). Of note, the total number of thymocytes was not reduced by *Lck*-Cre-mediated deletion of *Jmjd3* and *Utx* (Supplementary Fig. 3e, top graph), indicating that neither enzyme was required for cell proliferation during early T-cell development. These experiments suggested that Jmjd3 and Utx are specifically important for thymocyte differentiation beyond the DP stage, and we further explored their function using *Cd4*-Cre-mediated disruption.

To verify that the effects of Jmjd3 and Utx inactivation were cell-intrinsic, we generated mixed bone marrow chimeras, in which dKO and wild-type cells would compete in the same (wild type) environment. We transplanted a 1:1 mix of allelically marked dKO (CD45.2) and wild-type (CD45.1) haematopoietic progenitors into lethally irradiated wild-type (CD45.1/CD45.2) recipients. The dKO component showed accumulation of mature CD4 SP thymocytes and peripheral CD4^+^ lymphopenia, unlike wild-type competitors, indicating that the effect of Jmjd3 and Utx is cell-intrinsic (Fig. 2a). Accordingly, at all levels of chimerism, dKO cells were overrepresented relative to wild-type cells among mature CD4 SP thymocytes but underrepresented among CD4^+^ splenocytes (Fig. 2b,c). Control experiments with wild-type littermate donors showed that these effects were specific of dKO cells (Fig. 2b,c and Supplementary Fig. 4). These experiments demonstrate a cell-intrinsic need for Jmjd3 and Utx during the late stages of CD4^+^ T-cell development in the thymus and for the formation of normal CD4^+^ T-cell populations.

### Jmjd3 and Utx are needed for S1pr1 and Klf2 expression

The competitive disadvantage of dKO cells in mixed BM chimeras suggested that the effects of Jmjd3 and Utx disruption were partly masked in intact mice by shifts in the TCR repertoire of differentiating thymocytes. To examine this possibility, we fixed TCR specificity using the MHC II-restricted OT-II TCR transgene^30^. In H-2^b^ mice, the OT-II TCR promotes positive selection, resulting in the generation of large numbers of CD4 SP thymocytes and CD4^+^ T-cells expressing the transgenic Vα2 TCRα chain. Similar to their wild-type counterparts, dKO OT-II thymi had large populations of Vα2^hi^ cells, most of which were CD4 SP (Fig. 2d,e). In the Vα2^hi^ CD4^+^CD8^int^ subset, which comprises cells undergoing positive selection, surface expression of CD5 or CD69 proteins, both of which serve as indicators of TCR signalling, was similar in wild-type and dKO OT-II thymocytes (Fig. 2f). We conclude from these findings that Jmjd3 and Utx are not required for TCR signalling and positive selection *per se*.

However, similar to mice with a diverse TCR repertoire, mature (Vα2^hi^ CD24^lo^) CD4 SP thymocytes were in markedly greater numbers in dKO than in wild-type OT-II mice (Fig. 2g,h). In addition, the number of peripheral dKO OT-II CD4^+^ T-cells was drastically reduced (Fig. 2g,h). The contrast between thymus and spleen prompted us to examine expression of S1pr1^31^,^32^, a sphingosine receptor needed for thymic egress. *S1pr1* mRNA expression was sharply reduced in mature OT-II dKO CD4 SP thymocytes (Fig. 3a) and the same was true of surface S1pr1 protein (Fig. 3b). Expression of *Klf2*, encoding a transcription factor important for late thymocyte maturation, including for *S1pr1* expression^33^, was also diminished (Fig. 3a). Single disruption of *Jmjd3* or *Utx* had partial effects on S1pr1 expression in mature OT-II thymocytes (Fig. 3c,d and Supplementary Fig. 5a), and caused a combination of thymocyte accumulation and lymphopenia, similar to but less marked than in dKO mice (Fig. 2i,j and Supplementary Fig. 5b,c).

Expression of *S1pr1* was impaired, with a trend towards reduced *Klf2* expression, in mature (TCR^hi^ CD24^lo^) dKO or Jmjd3-KO CD4 SP thymocytes carrying an endogenous TCR repertoire (Supplementary Fig. 6a,b) indicating that the impact of Jmjd3 and Utx on S1pr1 was not unique to the OT-II system. The same was true in mature (Vα2^hi^ CD24^lo^) CD8 SP thymocytes of mice carrying the MHC I-restricted P14 TCR transgene, which normally promotes positive selection of Vα2^hi^ CD8 SP thymocytes and T-cells (Supplementary Fig. 6c). Accordingly, P14-transgenic dKO mice had increased numbers of transgene-specific mature thymocytes and reduced numbers of CD8^+^ T-cells (Supplementary Fig. 6d–f).

We next examined how Jmjd3 and Utx disruption affected *S1pr1* expression. We first noted persistent expression of surface CD69 on mature Vα2^hi^ CD24^lo^ dKO OT-II CD4 SP thymocytes, but not on their wild-type counterparts which downregulated CD69 as they matured (Fig. 3e). Because surface CD69 is internalized upon association with S1pr1(ref. 34), it was possible that persistent CD69 surface expression on dKO cells resulted from reduced S1pr1 expression. Alternatively, it could reflect persistent high-level *Cd69* gene expression. Because *Cd69* is induced by TCR signalling, the latter hypothesis would suggest that mature dKO thymocytes had greater responsiveness to TCR engagements, which, in turn, would impair *S1pr1* expression. Indeed, TCR engagement repressed *S1pr1* in mature thymocytes (Supplementary Fig. 7), as previously shown in peripheral T-cells^31^, and the same was true of *Klf2* (Supplementary Fig. 7). To determine if disruption of Jmjd3 and Utx caused increased TCR signalling in mature thymocytes, we assessed Vα2^hi^ CD24^lo^ wild-type and dKO thymocytes for expression of the TCR-induced mRNAs encoding CD69 and the transcription factor Nur77 (ref. 35) (*Nr4a1*). Both were expressed at similar levels in wild-type and dKO cells (Fig. 3f), indicating that persistent expression of CD69 in mutant T-cells was post-transcriptionally controlled.

In addition, we reasoned that, if the reduced expression of *S1pr1* in mutant T-cells was caused by increased responsiveness to intrathymic signals, from TCR or other receptors, disrupting intrathymic interactions by placing mutant thymocytes in suspension culture should raise their *S1pr1* expression to wild-type levels. Validating this reasoning, expression of *S1pr1* in wild-type mature CD4 SP cells increased after *in vitro* culture, whereas that of *Nr4a1* decreased, attesting disrupted TCR signalling (Fig. 3g). However, expression of *S1pr1* in dKO mature cells was not significantly increased by *in vitro* culture, despite a reduction of their *Nr4a1* expression similar to wild-type thymocytes (Fig. 3g). We conclude from these experiments that Jmjd3 and Utx do not promote *S1pr1* expression by restraining thymocyte sensitivity to intrathymic signals.

### Jmjd3 and Utx control H3K27 methylation at S1pr1 and Klf2

To further investigate the mechanisms of reduced *S1pr1* expression, we performed H3K27Me3 chromatin immunoprecipitation (ChIP) at the *S1pr1* promoter. ChIP signals were higher in dKO than wild-type mature OT-II CD4 SP cells, indicating that Jmjd3 and Utx controlled H3K27 demethylation at *S1pr1* (Fig. 4a). To define the footprint of these enzymes on H3K27Me3 homeostasis and gene expression, we performed both ChIP followed by deep sequencing (ChIPseq) and microarray analyses on wild-type and dKO OT-II mature Vα2^hi^ CD24^lo^ CD4 SP thymocytes. 

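*Kdm6a*, the gene that encodes Utx, was 1.59-fold lower in dKO than in wild-type mature CD4 SP thymocytes on the microarrays. Its log2 value was 9.49 ± 0.09 (SD, n = 3 dKO arrays) against 10.16 ± 0.05 (SD, n = 3 wild-type arrays), a log2 fold change of -0.67 (standard error 0.06, adjusted p = 2.6e-05 from limma). *Kdm6b*, which encodes Jmjd3, had a log2 fold change of -0.09 (standard error 0.06, adjusted p = 0.32). Each value summarizes probes spread along a transcript, and Cre removes only some exons of either gene. Which probes lie in the deleted exons was not examined, so these values do not measure the deletion itself. *Xist*, expressed from the inactive X chromosome, had log2 values of 11.86 in wild-type and 11.73 in dKO cells (adjusted p = 0.27, and 0.047 without dKO replicate 3), and the Y-linked *Uty* had log2 values of 4.00 and 4.04 (adjusted p = 0.59), near the bottom of the range of the arrays. The *Cd4* transcript itself had a log2 fold change of 0.09 (adjusted p = 0.30, turning to -0.00568 after quantile normalization again), and *Cd24a*, whose product was used to select mature cells, of 0.12 (adjusted p = 0.30).

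RNA was taken from Vα2 hi CD24 lo CD4 SP thymocytes sorted from mice carrying the OT-II TCR transgene. The dKO cells carried floxed *Jmjd3* and *Utx* alleles deleted by Cre expressed under *Cd4* control, and the wild-type cells came from Cre-negative animals. Each genotype was hybridized to 3 arrays, with 1 column of values per array. The sample records describe the 3 arrays of a genotype as biological replicates without stating that each came from a separate mouse, so the p-values measure the spread between these samples. The Methods name the Affymetrix Mouse Gene 1.0 ST array, as does the annotation of the rows, while the design text of the series names the Mouse Exon 1.0 ST array. The authors processed the arrays in Partek, and the submitters' processing notes name RMA, which corrects background, equalizes the distributions of the arrays and gives log2 values.

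The deposited table held 25254 rows. Of these, 21496 carried 1 gene symbol, 1565 carried several and 2193 carried none. The rows with 1 symbol were reduced to 19752 genes by keeping the brightest row of each gene. Array medians lay between 6.27 and 6.32 on the log2 scale. Over genes, the correlation between arrays was 0.998 to 0.999 within a genotype and 0.991 to 0.993 between genotypes. The first principal component, which held 75.5% of the variance, parted the genotypes. The log2 values were used as deposited in limma's moderated test with Benjamini-Hochberg adjustment over all genes, and the number of arrays limits its precision.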

ChIPseq confirmed the greater H3K27 trimethylation at *S1pr1* in dKO than in wild-type cells, and the same was true at *Klf2* (Fig. 4b). This indicated that reduced expression of both genes was associated with H3K27Me3 accumulation. In contrast, Jmjd3 and Utx disruption did not affect H3K27Me3 decoration at multiple other loci, including *Cd5* or *Rag1* and *Rag2*.

### Genome-wide impact of Jmjd3 and Utx

We next assessed the 20218 unique genes included in ChIPseq and array analyses for ChIPseq signals (normalized read numbers) at promoters, defined as 4 kbp segments centred over a transcription start site. Using the peak-finding algorithm SICER, we found 7730 promoters overlapping an H3K27Me3 peak in either wild-type or dKO cells (Fig. 5a). At most of these 7730 ‘Peak' loci, there was little or no difference between wild-type and dKO H3K27Me3 signals (Fig. 5b and Supplementary Fig. 8a; examples in Supplementary Fig. 8b,c).

Among these 7730 ‘peak' loci, we found 55 ‘overdecorated' genes characterized by a 2-fold or greater H3K27Me3 signals in dKO than wild-type mature OT-II CD4 SP cells, accepting a 5% false discovery rate (FDR) (Fig. 5b,c and Supplementary Table 1; examples in Figs 4b and 5b and Supplementary Fig. 8d). Analyses of wild-type and dKO mature CD4 SP thymocytes expressing an endogenous TCR repertoire found increased H3K27Me3 signals in dKO cells at the vast majority of these 55 overdecorated loci, including *S1pr1* and *Klf2* (Supplementary Fig. 8d–f). Analyses in Jmjd3 or Utx single-deficient mature thymocytes suggested that Jmjd3 was primarily responsible for this effect (Supplementary Fig. 8d–f). We also identified 14 ‘underdecorated' genes, with paradoxically lower H3K27Me3 signals in dKO than in wild-type cells (Fig. 5b,c and Supplementary Fig. 8a). Since H3K27Me3 signals at most of these loci were low even in wild-type cells (Fig. 5c and Supplementary Fig. 8a), and there was no change in their expression (Supplementary Fig. 8g), we did not investigate them further.

Both *S1pr1* and *Klf2* promoters normally ‘clear' H3K27Me3 during the differentiation of DP into CD4 SP thymocytes (Fig. 4a,b), suggesting that the biological function of Jmjd3 and Utx could be to remove the mark at promoters induced during this developmental step. To evaluate this possibility, we performed H3K27Me3 Chipseq in wild-type CD69^lo^ DP thymocytes, the cell subset that contains precursors of positive selection that have not undergone TCR signalling. We used DP thymocytes carrying an endogenous TCR repertoire, as all OT-II transgenic thymocytes are subject to TCR engagement. At most of the 55 ‘overdecorated' promoters, wild-type H3K27Me3 signals were higher in DP than mature CD4 SP thymocytes (Fig. 5d). Reciprocally, we found that 449 genes normally undergo ‘clearance' of H3K27Me3 (defined as a 50% or greater drop in H3K27Me3 ChIPseq signals) during the differentiation of DP into CD4 SP thymocytes. Within that gene subset, average H3K27Me3 signals were significantly higher in dKO than wild-type mature CD4 SP thymocytes (*P*<2 × 10^−16^, paired *t*-test), with a twofold or greater increase in H3K27Me3 signal at 162 loci (36%) (Fig. 5e). We conclude from these findings that Jmjd3 and Utx are important for H3K27Me3 clearance during DP to CD4 SP thymocyte differentiation.

### H3K27Me3 accumulation impairs gene expression

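*S1pr1* was 19.5-fold lower in dKO than in wild-type mature CD4 SP thymocytes. Its log2 value was 11.54 ± 0.13 (SD, n = 3) in wild-type and 7.26 ± 0.10 (SD, n = 3) in dKO cells, among the largest decreases of the 19752 genes tested (log2 fold change -4.29, standard error 0.08, adjusted p = 8.3e-10 from limma). *Klf2*, which encodes a transcription factor that promotes *S1pr1* expression, was 2.28-fold lower, from 10.93 ± 0.08 to 9.73 ± 0.10 (SD, n = 3 each). Its log2 fold change was -1.19 (standard error 0.06, adjusted p = 1.3e-06). *Il10ra*, encoding a chain of the interleukin-10 receptor, was 6.96-fold lower, from 8.57 ± 0.39 to 5.77 ± 0.07 (standard error of the difference 0.15, adjusted p = 1.4e-06). Its dKO value lay below the wild-type median of all genes (6.30), so background may limit this measured fold. For each of these genes the decrease exceeded the spread between arrays, and all 3 dKO values lay below all 3 wild-type values.

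Of the 9 overdecorated genes that the paper names in its text and figures (*S1pr1*, *Klf2*, *Il10ra*, *Ccnd2*, *Irf4*, *Il6ra*, *Foxo1*, *Lfng* and *Zbtb7b*), 9 were lower in dKO cells at an adjusted p under 0.05, and 9 when adjusted over the list alone. The first 5 were lower by 2-fold or more. The median log2 fold change of the 9 genes was -1.19 (limma's camera test, adjusted p = 8.6e-14; adjusted p = 0.019 with an estimated correlation). The study chose these genes on cells of the same kind and in part from these arrays, so neither the count nor the test is independent evidence of a decrease.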

Microarray analyses showed a significant (*P*<0.05) reduction in expression at 40 of the 55 overdecorated genes in dKO mature thymocytes, and the reduction was >50% at 14 of them, including *S1pr1* and *Klf2* (Fig. 6a, and Supplementary Table 1). Although the correlation was not perfect, the effect on gene expression was significantly correlated with H3K27Me3 signals in dKO cells (Fig. 6a, *P*<10^−4^, Pearson's *r*=−0.54). The greater impact on genes with high H3K27Me3 signals presumably reflected that low H3K27Me3 signals in that overdecorated gene subset indicate methylation changes in a minor fraction of cells. RT-PCR analyses confirmed microarrays findings at *Ccnd2*, *Irf4*, *Il6ra*, *Foxo1* and *Lfng* (Fig. 6b), in addition to *S1pr1* and *Klf2* (Fig. 3a). 

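On the microarrays, *Ccnd2*, which encodes cyclin D2, was 7.20-fold lower in dKO than in wild-type cells. Its log2 value was 12.44 ± 0.11 (SD, n = 3) in wild-type and 9.59 ± 0.11 (SD, n = 3) in dKO cells, a log2 fold change of -2.85 (standard error 0.07, adjusted p = 1.0e-08 from limma). *Irf4*, a transcription factor gene induced by TCR signalling, was 3.84-fold lower, from 9.09 ± 0.12 to 7.15 ± 0.15 (adjusted p = 3.1e-07). *Il6ra*, encoding the interleukin-6 receptor, had a log2 fold change of -0.97 (standard error 0.06, adjusted p = 5.9e-06) and kept 51.1% of its wild-type value. *Foxo1*, which encodes a transcription factor upstream of *Klf2*, kept 52.3% (log2 fold change -0.94, adjusted p = 1.8e-06). The smallest of these decreases was that of *Lfng*, encoding a glycosyltransferase that modifies Notch receptors, which kept 75.8% of its wild-type value (log2 fold change -0.40, standard error 0.06, adjusted p = 9.1e-04). All 3 dKO arrays lay below all 3 wild-type arrays for each of these genes.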

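*Zbtb7b*, which encodes the transcription factor Thpok needed for CD4 lineage commitment, had a log2 value of 9.99 ± 0.06 (SD, n = 3) in wild-type and 9.72 ± 0.14 (SD, n = 3) in dKO cells. The dKO cells kept 83.2% of the wild-type value (log2 fold change -0.27, standard error 0.07, adjusted p = 0.022 from limma). This call was lost without wild-type replicate 2 (adjusted p = 0.067), without wild-type replicate 3 (adjusted p = 0.071) and without dKO replicate 1 (adjusted p = 0.0503). *Gata3*, a transcription factor gene required for CD4 SP development, fell by 0.24 on the log2 scale (adjusted p = 0.0093).

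Of 14 measured genes of the CD4 lineage, 4 were lower in dKO cells (*Zbtb7b*, *Gata3*, *Myb* and *Runx1*), 2 were higher (*Cd28*, which encodes a costimulatory receptor, and *Cd40lg*) and 8 did not pass the test, with the same counts when adjusted over the list alone. A net shift of the group against the other genes was not detected (limma's camera test, adjusted p = 0.76). Of 18 CD8 lineage and cytotoxic genes, 2 were higher, *Prf1* and *Cd8b1*, and 6 were lower, among them *Runx3*, which encodes a transcription factor of the CD8 lineage and fell by 0.40 (adjusted p = 3.4e-04). The counts were again the same over the list alone, and the group test gave an adjusted p of 0.16 (0.036 without wild-type replicate 3). *Cd8a* had a log2 fold change of -0.17 (adjusted p = 0.11), and was called lower without wild-type replicate 3 (adjusted p = 0.013), after quantile normalization again (0.0493) and after cyclic loess normalization (0.0485).

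Of 17 measured markers of DP thymocytes, the precursors of SP cells, 4 were higher (*Dntt*, *Cd8b1*, *Cd1d1* and *Mns1*) and 4 were lower (*Spo11*, *Plxnd1*, *Arpp21* and *Rag1*), and over the list alone 5 and 4 (group adjusted p = 0.80). The dKO value of *Spo11* (5.08) lay near the first quartile of the arrays (4.97 to 5.01), so background limits its measured decrease. The calls on *Mns1*, *Arpp21* and *Rag1* were each lost when some single arrays were left out. Among these the highest adjusted p was 0.15, for *Rag1* without dKO replicate 3. Of 18 genes that mark the immature stage of CD4 SP cells, 8 were lower and 2 were higher, *Ssbp2* and *Cd69* (8 and 3 over the list alone). Among those lower, *Trat1*, encoding a TCR-associated adaptor, fell by 1.67 (adjusted p = 1.0e-07). The group was lower at an adjusted p of 0.029 (adjusted p = 0.50 with an estimated correlation). This call was also lost without wild-type replicate 3 (adjusted p = 0.0612), dKO replicate 2 (0.0516) or dKO replicate 3 (0.0524). Genes that make up a count of 5 or fewer were named after their values had been seen.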

Of note, *Zbtb7b* expression was not reduced in dKO cells (Supplementary Table 1), consistent with the presence of mature CD4 SP thymocytes. Accordingly, H3K27Me3 decoration at the *Zbtb7b* promoter remaining substantially lower in dKO CD4 SP than in DP thymocytes (Fig. 4b and Supplementary Table 1). 

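In dKO cells, 14 of 19 markers of regulatory T-cells were lower and none was higher. *Foxp3*, the transcription factor gene that defines this lineage, was 1.85-fold lower (log2 fold change -0.89, standard error 0.05, adjusted p = 1.6e-06 from limma). *Tnfrsf18*, which encodes the receptor GITR, was 2.45-fold lower (log2 fold change -1.29), and *Tnfrsf4*, encoding OX40, was 2.17-fold lower (log2 fold change -1.12). Of 28 measured cytokine receptor genes, 18 were lower and 2 were higher, *Il4ra* and *Il7r*. Besides *Il10ra*, those lower included *Il18r1*, encoding a chain of the interleukin-18 receptor, at a log2 fold change of -2.26 (adjusted p = 2.4e-08) that background limits, at a dKO value of 5.27, and *Ifngr1*, encoding the interferon-γ receptor, at -0.77 (adjusted p = 6.6e-06). Over each list alone, the counts were 14 lower for regulatory T-cell markers, and 19 lower and 2 higher for cytokine receptors.

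Of 22 genes induced early by TCR signalling, 12 were lower, among them *Pdcd1*, *Fos* and *Id3*, and 2 were higher, *Cd69* and *Jun*, with the same counts over the list alone. *Pdcd1*, which encodes the inhibitory receptor PD-1, fell by 0.87 on the log2 scale (adjusted p = 3.5e-05). Of 20 genes of apoptosis and survival, 10 were lower and 1 was higher (the same over the list alone). Those lower included *Pim1*, a survival kinase gene (log2 fold change -1.24, adjusted p = 1.6e-06), *Bcl2l1* (-0.78, adjusted p = 5.9e-06) and *Bcl2* (-1.10, adjusted p = 1.3e-05), both of which encode inhibitors of apoptosis. They also included 4 genes that promote apoptosis, *Fasl* (-0.72), *Fas* (-0.67), *Bcl2l11* (-0.42) and *Bak1* (-0.41), the last 3 named after their values had been seen. The gene that was higher, *Bbc3*, encodes the pro-apoptotic protein Puma (0.56, adjusted p = 6.9e-05). Of 31 measured genes of the type I interferon response, 11 were lower and 1, *Oasl1*, was higher (14 and 1 over the list alone). *Oas3*, encoding an antiviral oligoadenylate synthetase, was 2.12-fold lower (log2 fold change -1.09, adjusted p = 2.3e-04).

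*Ezh2*, which encodes an H3K27 methyltransferase, had a log2 fold change of 0.02 (adjusted p = 0.82), turning to -0.02 after cyclic loess normalization. The related *Ezh1* was higher at 0.17 (adjusted p = 0.0395 from limma), a call lost with Student's t-test. Of 13 genes of the PRC2 complex, 6 were higher and 1 was lower (*Aebp2*, a call lost without wild-type replicate 2 at adjusted p = 0.083), both over all genes and over the list alone. The largest increase was that of *Phf1*, at 0.42 (adjusted p = 2.0e-04). Among the 6 that did not pass were *Ezh2*, *Eed* (0.04, adjusted p = 0.67) and *Suz12* (0.12, adjusted p = 0.12). Of 19 genes of PRC1, whose Cbx subunits bind H3K27Me3, 7 were higher, such as *Cbx7* at 0.50 (adjusted p = 6.9e-05). In the same list 2 were lower, *Pcgf3* and *Pcgf5* (the same counts over the list alone). Of 74 measured developmental regulators that are classical Polycomb targets, 4 were higher, none was lower and 70 did not pass the test (3 higher over the list alone). The 4 were *Hoxa5* (log2 fold change 1.09), *Hoxa6* (0.94), *Hoxa7* (0.80) and *Hoxc10* (0.18, a call lost without most single arrays, with a highest adjusted p of 0.11 without wild-type replicate 2).

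By limma's camera test, 12 of the 29 lists tested passed at an adjusted p under 0.05, 10 of them lower and 2 higher. Regulatory T-cell markers (adjusted p = 3.7e-11) and cytokine receptors (adjusted p = 1.6e-09) also passed with an estimated correlation (adjusted p = 0.019 for each). *Il10ra* and *Il6ra* among cytokine receptors and *Irf4* among TCR-induced genes are named by the study from these cells, which in part preselects these lists. The calls on TCR-induced genes (adjusted p = 3.3e-06), apoptosis and survival (8.9e-04), the interferon response (5.1e-04) and PRC2 (0.029) were lost, at adjusted p = 0.19, 0.080, 0.55 and 0.19 with an estimated correlation. With 1 array left out, the adjusted p of the interferon response lay between 3.7e-11 (without dKO replicate 1) and 0.0375 (without dKO replicate 3). The PRC2 call was also lost without dKO replicate 1 (adjusted p = 0.0847), after cyclic loess normalization (0.107) and with dim genes left out (0.0609 over 14814 genes and 0.194 over 9876). PRC1 did not pass (adjusted p = 0.058, but 0.0438 without wild-type replicate 2 and 0.0473 without dKO replicate 2), nor did the developmental regulators (adjusted p = 0.20), which passed after cyclic loess normalization (adjusted p = 0.044). Of all genes, 1976 were lower and 2587 were higher in dKO cells at any fold, together 23.1% of those tested, with a median log2 fold change of -0.31 for the former and 0.28 for the latter. The balance turned after cyclic loess normalization (2376 lower and 2153 higher), and Student's t-test called 1173 lower and 1392 higher. A change of 2-fold or more was found in 0.805% of the genes.

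**Figure D1:**
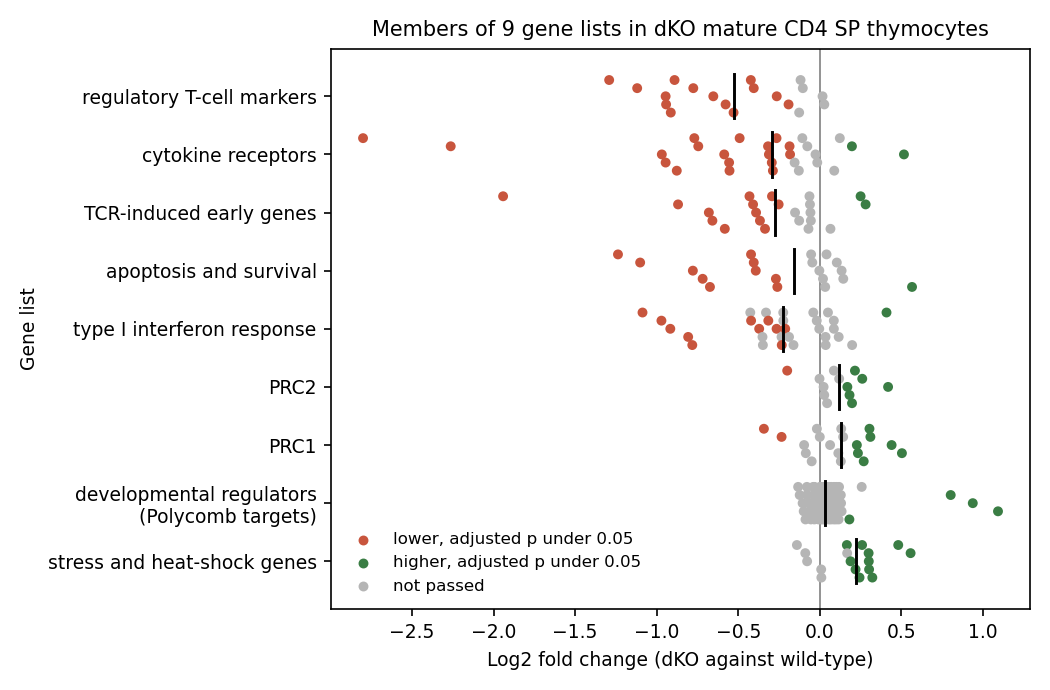
Log2 fold change (dKO against wild-type, horizontal axis) of each measured member of 9 gene lists (rows). Each point is a gene, red where lower, green where higher and grey where not past an adjusted p of 0.05 from limma, spread vertically only for legibility, and the black bar is the median of the list. The medians of regulatory T-cell markers and of cytokine receptors lie at -0.53 and -0.29, and those of PRC2 and PRC1 at 0.12 and 0.13.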

We conclude from these analyses that Kdm6-family demethylases are needed for H3K27Me3 homeostasis and expression of a limited gene subset in CD4 SP thymocytes.

Because Jmjd3 and Utx have functions independent from their demethylase activities^14^,^16^,^17^,^18^,^36^,^37^, we examined if all changes in gene expression in dKO cells were associated with changes in H3K27Me3 signals. 

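Beside *S1pr1*, the largest measured decreases in dKO cells were those of *Dapl1* and of *Igfbp4*, encoding an insulin-like growth factor binding protein, which was 13.8-fold lower. *Dapl1* had a log2 value of 9.24 ± 0.10 (SD, n = 3) in wild-type and 5.06 ± 0.10 (SD, n = 3) in dKO cells, and *Igfbp4* of 10.17 ± 0.43 and 6.39 ± 0.10. The dKO value of *Dapl1* lay near the first quartile of the arrays (4.97 to 5.01), so background limits its measured fold of 18.0 and its rank. *Lgals1*, encoding galectin-1, was 7.05-fold lower. *Ubash3b*, encoding a phosphatase that restrains TCR signalling, was 4.70-fold lower. *Ckb*, encoding brain-type creatine kinase, was 4.47-fold lower, and *Samhd1*, encoding an enzyme that degrades deoxynucleotides, was 4.33-fold lower. The largest adjusted p among these genes was that of *Samhd1*, at 5.6e-07 from limma.

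Of 13 measured genes of thymic egress and naive T-cell homing under *Foxo1* and *Klf2*, 8 were lower, 1 was higher and 4 did not pass the test, with the same counts when adjusted over the list alone. In addition to *S1pr1*, *Klf2*, *Foxo1*, *Il6ra* and *Bcl2*, those lower were *Itgb7* (log2 fold change -1.55, adjusted p = 1.0e-07), encoding a homing integrin chain, *Klf3* (-0.82, adjusted p = 1.3e-05) and *S1pr4* (-0.75, adjusted p = 5.9e-05), a paralog of *S1pr1*. The gene that was higher, *Il7r*, encodes the interleukin-7 receptor and rose by 0.20 (adjusted p = 0.015; 0.064 without wild-type replicate 2). The group was lower by limma's camera test (adjusted p = 3.8e-08; adjusted p = 0.025 with an estimated correlation). *S1pr1*, *Klf2*, *Foxo1* and *Il6ra* are among the genes that the study names from these cells, which in part preselects the list.

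In all, 115 of 19752 genes were lower in dKO cells by 2-fold or more at an adjusted p under 0.05, and 18 of them were lower by 4-fold or more. Their median log2 fold change was -1.26, and their median log2 value in wild-type cells was 8.77, against 6.30 for all genes. In each of the 115, all 3 dKO arrays lay below all 3 wild-type arrays, which the thresholds favour. Of all calls at any fold, 99.5% had no overlap between groups, so this separation is no further evidence of a decrease. Chance places a gene's groups apart in either direction in 10% of cases, and they were apart in 37.7% of all genes.

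**Figure D2:**
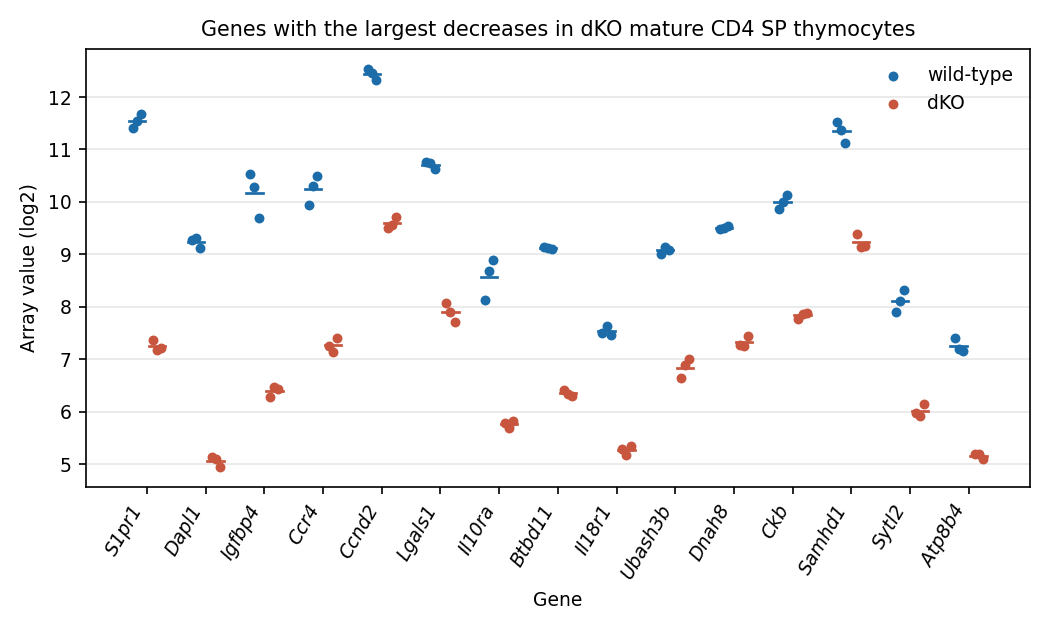
Log2 array values (vertical axis) of the 15 named genes with the largest measured decreases in dKO cells (horizontal axis). Points are single arrays (3 wild-type, 3 dKO), in order of replicate number within a group, and horizontal bars are group means. The points of the genotypes do not overlap for any of the 15 genes, because only genes without overlap were eligible. *S1pr1* lies at a mean of 11.54 in wild-type and 7.26 in dKO cells. *Atp8b4*, the smallest of the 15 measured decreases, lies at 7.25 and 5.16. The latter is near the first quartile of the arrays, where background limits the decrease and its rank.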

On the full 20218-gene set, microarray analyses identified 115 ‘underexpressed' genes, with a 50% or greater drop in expression in dKO cells (with FDR<0.05) (Fig. 6c and Supplementary Table 2). Among these, most (70) had promoters overlapping with an H3K27Me3 peak, of which 68 had greater H3K27Me3 signals in dKO than in wild-type thymocytes (Fig. 6d, filled symbols). This reinforces the concept that effects of Jmjd3 and Utx on gene expression were mediated at least in part by their demethylase activity.

However, the additional 45 genes underexpressed in dKO cells did not overlap with H3K27Me3 peaks (Fig. 6d, open symbols), including *Ccr7* and *Sell* (encoding CD62L), which were previously shown to be Klf2-dependent^33^,^38^, and *Ccr4* (Supplementary Fig. 9a). Conversely, using the same FDR stringency (<0.05), 41 ‘overexpressed' genes had at least twofold greater expression in dKO than wild-type cells, although the change was typically modest (Fig. 6c). 

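*Ccr4*, which encodes a chemokine receptor of CD4 SP thymocytes, was 7.91-fold lower in dKO cells. Its log2 value was 10.25 ± 0.27 (SD, n = 3) in wild-type and 7.26 ± 0.13 (SD, n = 3) in dKO cells (log2 fold change -2.98, standard error 0.12, adjusted p = 2.3e-07 from limma). *Ccr7*, encoding the chemokine receptor that draws SP thymocytes to the medulla, had log2 values of 12.52 ± 0.02 in wild-type and 12.49 ± 0.07 in dKO cells. Its log2 fold change was -0.03 (standard error 0.05, 95% confidence interval -0.15 to 0.08, adjusted p = 0.70).

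Of 25 measured chemokine and trafficking receptor genes, 11 were lower, 4 were higher and 10 did not pass the test (13 lower and 4 higher when adjusted over the list alone). Those lower included *Itga4*, encoding the integrin α4 chain, which was 2.65-fold lower (adjusted p = 7.6e-07), and *Ccr8*, which was 2.96-fold lower (adjusted p = 1.8e-04) and was named after its value had been seen, as were the 4 that were higher. *Cxcr4*, encoding the receptor for CXCL12, was 1.91-fold higher (log2 fold change 0.93, standard error 0.10, adjusted p = 1.5e-04). *Gpr183*, encoding a receptor for oxysterols, was also 1.91-fold higher (adjusted p = 1.5e-05). The others were *Ptger4* and *Itgb1*, at log2 fold changes of 0.30 and 0.21, the latter a call lost after cyclic loess normalization (adjusted p = 0.10) and without most single arrays (at most 0.11). The group was lower by limma's camera test (adjusted p = 7.6e-04; adjusted p = 0.080 with an estimated correlation). *S1pr1* and *Ccr4* are named by the study from these cells, which in part preselects the list. Through *Ccr4* the same holds for the immature CD4 SP markers.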

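*Map2*, encoding a microtubule-associated protein best known from neurons, was 5.02-fold higher in dKO than in wild-type cells. Its log2 value was 5.45 ± 0.09 (SD, n = 3) in wild-type and 7.77 ± 0.04 (SD, n = 3) in dKO cells (log2 fold change 2.33, standard error 0.06, adjusted p = 7.6e-09 from limma). *Stab2*, encoding a scavenger receptor for hyaluronan, was 4.62-fold higher, and *Pfn2*, encoding an actin-binding profilin, was 4.13-fold higher. *Bmpr1a*, encoding a receptor for bone morphogenetic proteins, was 3.79-fold higher and *Rgmb*, encoding a coreceptor of the same ligands, was 2.87-fold higher. *Prf1*, encoding the cytotoxic protein perforin, was 3.71-fold higher. The wild-type values of *Map2*, *Pfn2* and *Bmpr1a* (4.59 for the last) lay below 5.58, the wild-type median of the developmental regulators, so background limits their measured folds and their order. *Dntt*, which encodes the terminal transferase active in immature thymocytes, was 2.88-fold higher, from 7.67 ± 0.18 to 9.19 ± 0.23 (log2 fold change 1.52, adjusted p = 1.4e-05).

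In all, 44 genes were higher in dKO cells by 2-fold or more at an adjusted p under 0.05, 3 of them by 4-fold or more. Their median log2 fold change was 1.24. Their median log2 value was 6.84 in wild-type and 8.19 in dKO cells. In each of the 44, all 3 dKO arrays lay above all 3 wild-type arrays, which the thresholds likewise favour. Together, 72.3% of the genes changed by 2-fold or more were lower.

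Of 17 measured stress and heat-shock genes, 11 were higher and none was lower (12 higher when adjusted over the list alone), among them *Hspa1a* at a log2 fold change of 0.56 and *Dnajb1* at 0.48, both encoding chaperones (limma's camera test, adjusted p = 4.7e-04; adjusted p = 0.15 with an estimated correlation). Of 24 markers of myeloid and dendritic cells, 3 were higher (*Ctss*, *Cst3* and *Lyz2*) and 3 were lower (*Itgam*, *Cd68* and *Irf8*), with the same counts over the list alone (adjusted p = 0.49 for the group). The log2 value of *Lyz2*, a lysozyme gene named after its values had been seen, was 6.75, 6.02 and 5.48 in dKO replicates 1, 2 and 3 and at most 5.43 in wild-type cells (log2 fold change 0.81, adjusted p = 0.043). Its call was lost when any array but dKO replicate 3 was left out, with a highest adjusted p of 0.13 without wild-type replicate 3. From underexpressed genes that did not overlap H3K27Me3 peaks and from increases that were not associated with changes in H3K27Me3, the paper proposes that Jmjd3 or Utx can also affect gene expression indirectly or through activities other than demethylation.

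**Figure D3:**
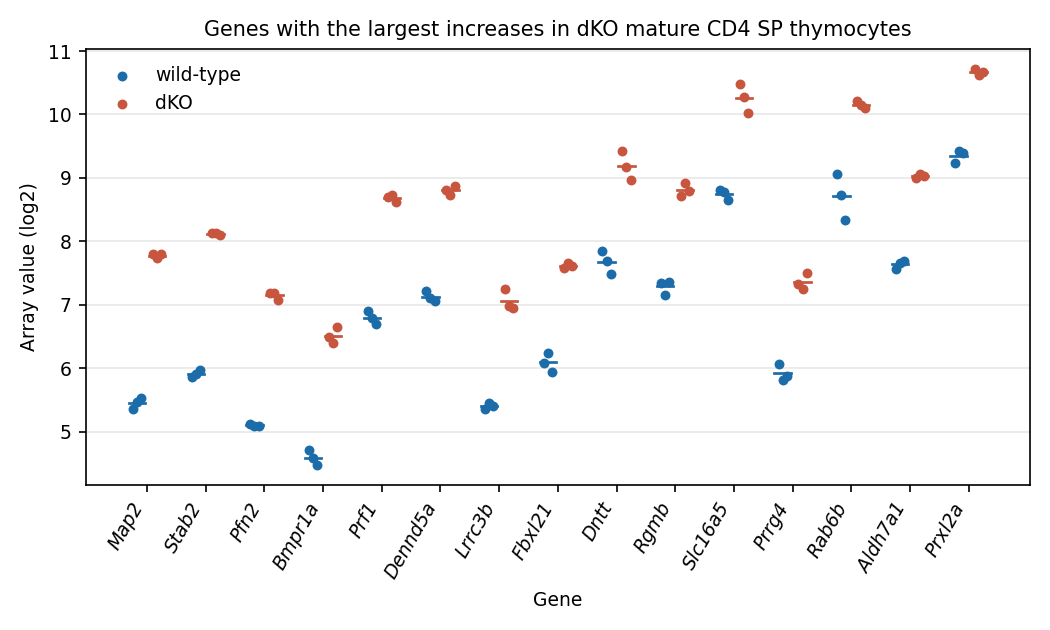
Log2 array values (vertical axis) of the 15 named genes with the largest measured increases in dKO cells (horizontal axis). Points are single arrays (3 wild-type, 3 dKO), in order of replicate number within a group, and horizontal bars are group means. The points of the genotypes do not overlap for any of the 15 genes, because only genes without overlap were eligible. *Map2* lies at a mean of 5.45 in wild-type and 7.77 in dKO cells, and *Prxl2a*, the smallest of the 15 increases, at 9.35 and 10.67.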

Athough a few of these overlapped with an H3K27Me3 peak, increased expression was not associated with changes in H3K27Me3 decoration (Supplementary Fig. 9b). These findings are consistent with the idea that Jmjd3 or Utx can affect gene expression indirectly, or through demethylase-independent activities.

### Demethylase-dead Uty fails to rescue S1pr1 expression

The evidence for demethylase-independent effects of Jmjd3 and Utx prompted us to investigate further whether their effect on *S1pr1* was mediated by H3K27Me3 accumulation. To this end, we took advantage from the fact that the Y-chromosome homolog of *Utx*, *Uty*, encodes a protein with little if any demethylase activity, yet carries demethylase-independent functions of Utx^11^,^14^,^16^,^17^,^18^,^36^. Thus, if demethylase-independent activities of Utx were sufficient to promote S1pr1 expression, Uty should promote S1pr1 expression in male mice lacking Jmjd3 and Utx. This was not the case, as expression of S1pr1 was similarly low in OT-II dKO mice of both genders (Fig. 7a). Furthermore, Uty minimally increased the numbers of CD4 SP thymocytes and spleen CD4^+^ T-cells (Fig. 7b,c), the latter remaining well below that in OT-II Jmjd3-deficient mice (6.6±1.6 × 10^6^ versus 15.41±1.7 × 10^6^, mean±s.e.m., Figs 2j and 7c). This supports the conclusion that H3K27Me3 demethylation at *S1pr1* is needed for its expression.

### Enforced S1pr1 expression prevents thymocyte accumulation

The requirement for Jmjd3 and Utx for expression of *Klf2* and chemokine receptors involved in intrathymic migration, including CCR4 and CCR7, raised the possibility that the accumulation of dKO thymocytes was not caused by impaired S1pr1 expression. To address this possibility, we enforced *S1pr1* expression in OT-II thymocytes lacking both Jmjd3 and Utx. Expression of an *S1pr1* transgene resulted in a marked drop in Vα2^hi^ CD24^lo^ CD4 SP thymocytes (Fig. 8a), whereas it had a much more modest effect on the DP subset (Fig. 8b). Furthermore, expression of the transgene increased the numbers of Vα2^hi^ spleen CD4^+^ T-cells (Fig. 8c). We conclude from these experiments that impaired *S1pr1* expression is a key factor limiting the egress of dKO thymocytes.

In summary, we demonstrate that Jmjd3 and Utx demethylases are redundantly required for proper T-cell development. We further show that these molecules promote the normal developmental clearance of H3K27Me3 at and expression of specific genes, including *S1pr1*.

## Discussion

The present study demonstrates that Jmjd3 and Utx H3K27Me3 demethylases are redundantly required for the terminal steps of T-cell development, and notably for expression of *S1pr1*, a gene needed for thymic egress. As a result, Jmjd3 and Utx are needed for the generation of a normal T-cell repertoire. In the immune system, genetic analyses had shown that Jmjd3 contributes to macrophage and T-cell effector differentiation^28^,^39^, and to the differentiation of invariant natural killer T-cells^40^, a population of innate-like lymphocytes recognizing lipid antigens bound to CD1d molecules^41^. However, the full impact of Jmjd3 and Utx on gene expression and cell differentiation has remained unclear, as none of these reports had assessed cells lacking both enzymes. The present study demonstrates essential and partly overlapping functions of Jmjd3 and Utx in developing T-cells.

Previous studies have highlighted the importance of Jmjd3 and Utx, the two molecules with H3K27Me3 demethylase activity, in development and disease. These molecules are involved at multiple steps of mouse embryogenesis and during cell differentiation^14^,^15^,^16^,^17^,^18^,^19^,^28^,^36^,^39^. In addition, UTX mutations were found in a subset of children with Kabuki syndrome, a congenital disorder associating multiple developmental defects^42^. Furthermore, Jmjd3 and Utx serve opposite functions during T-cell leukemogenesis, the former promoting tumorogenesis whereas the latter acts as a tumour suppressor gene^43^,^44^.

While Jmjd3 and Utx both have catalytic demethylase activities, the contribution of such activity to their biological functions has remained elusive. Most mechanistic studies addressing this question have focused on early embryonic differentiation, in which Utx is the key physiological player^14^,^16^,^17^,^18^,^36^. Utx is notably required for mesoderm formation and expression of the *T* gene, encoding the key mesoderm inducer Brachyury^17^. Utx molecules bind the *T* promoter *in vivo*, suggesting a direct effect of Utx on *T* transcription. However, neither mesoderm formation nor *T* expression require Utx demethylase activity: both are rescued by Uty, which lacks demethylase activity, or by a Utx mutant lacking demethylase activity^14^,^16^,^17^,^18^,^36^. Strikingly, Uty supports the development of embryos harbouring disruptions of both *Utx* and *Jmjd3*, questioning the importance of Utx and Jmjd3 demethylase activity for cell differentiation^21^. Although it has been reported that a demethylase-inactive mutant of Jmjd3 fails to rescue the postnatal death of Jmjd3-deficient mice^15^, that report did not document expression of the mutant Jmjd3 protein.

Contrasting with *T* expression and early embryonic development, our study supports the concept that the catalytic activity of Jmjd3 and Utx is crucial for their impact on gene expression and cell differentiation, by showing that *Uty* does not support expression of *S1pr1* in male thymocytes lacking both *Jmjd3* and *Utx*. Of note, similar to the broad distribution of *Utx* and *Uty* in developing embryos (with limited tissue specificity in the expression of either gene)^16^,^20^, data from the Immgen data base indicates widespread expression of both genes in immune cells, including throughout T-cell development (www.immgen.org and Mingueneau *et al*.^45^). Thus, although the generation of conditional alleles encoding catalytically inactive versions of Jmjd3 and Utx will be needed to formally demonstrate that H3K27Me3 demethylase activity is required for expression of *S1pr1* in mature thymocytes, our results support such a conclusion, and the broader notion that the full impact of Jmjd3 and Utx on transcription requires their demethylase activity.

In non-proliferating but actively differentiating thymocytes, in which H3K27Me3 cannot be diluted during cell division, the footprint of Jmjd3 and Utx on H3K27Me3 homeostasis is highly specific. Even though a 5% FDR cut-off presumably eliminates authentic functional targets, we estimate that the combined activity of Jmjd3 and Utx is required for H3K27Me3 homeostasis at less than 1% of gene promoters. This suggests that the activity of H3K27 methylases Ezh1 and Ezh2 is tightly controlled and acts as the rate-limiting factor for the propagation of H3K27Me3 in the genome. Most of the effect on H3K27Me3 in mature thymocytes appears attributable to Jmjd3, as disruption of Utx *per se* only minimally affects promoter decoration.

Although Jmjd3 or Utx ChIP attempts were not successful with our current antibodies, it was reported that Jmjd3 binds the *S1pr1* promoter in the HL60 cell line^46^, supporting the idea of a direct Jmjd3 involvement. Of note, that study documented Jmjd3 binding to more than 8,000 genes, of which only a minor subset (fewer than 200) depended on Jmjd3 for their expression^46^. Conversely, Utx binds the *T* promoter, yet promotes its activity through demethylase-independent mechanisms^17^. Thus, for both Jmjd3 and Utx, promoter recruitment does not appear as a proper predictor of involvement in H3K27Me3 removal.

Although we found a clear link between H3K27Me3 retention and reduced gene expression in cells both lacking Jmjd3 and Utx, the correlation was not absolute. In fact, a perfect correlation between the impact of these enzymes on H3K27Me3 decoration and transcription was not expected, for two complementary set of reasons. First, Jmjd3 and Utx can promote gene-specific transcription without a corresponding impact on local H3K27Me3 decoration. Indeed, we found that these enzymes affected expression of genes with no H3K27Me3 decoration. Such effects presumably involve two non-mutually exclusive mechanisms. Jmjd3 and Utx can affect locus-specific transcription indirectly, through their impact on the expression of *trans*-acting transcription factors, or directly, through demethylase-independent mechanisms. Illustrating the first possibility, Jmjd3 and Utx control of *Klf2* expression may account for their impact on Klf2 targets *Ccr7* and *Sell* (encoding CD62L). Direct, demethylase-independent effects have been identified in multiple contexts for both Jmjd3 and Utx. In addition to those of Utx in ES cells, such functions of Jmjd3 promote transcriptional activation by T-bet^37^, a transcription factor required for the differentiation of Th1 effector CD4^+^ T-cells^47^. Multiple mechanisms appear to support such functions. Jmjd3 links T-bet to chromatin remodelling complexes at a specific subset of T-bet target genes, whereas both Jmjd3 and Utx have been reported to associate with the MLL enzymatic complexes involved in H3K4 methylation and promoting gene expression^10^,^13^,^43^,^48^,^49^.

Conversely, Jmjd3 and Utx-dependent clearance of H3K27Me3 was not strictly required for gene expression. This points to the existence of additional levels of control on transcriptional repression mechanisms downstream of H3K27Me3. H3K27Me3-mediated gene repression is thought to primarily involve H3K27Me3-bound PRC1 complexes, including H3K27Me3-binding subunits (Cbx proteins) and components responsible for transcription repression. Despite the similarity among isoforms of Cbx proteins, recent studies have highlighted unique functional and biochemical properties specific of each variant^8^,^50^,^51^. Similarly, there is much plasticity in the association of silencing-mediating subunits to PRC1 (ref. 8). In addition, Polycomb-independent mechanisms have been proposed to contribute to the repressive effects of H3 K27 trimethylation^8^, including interference with the ‘activating' acetylation of H3 K27 and effects on nucleosome packaging or DNA opening for transcriptional elongation^46^,^52^. Our findings suggest that such ‘effector' mechanisms of H3K27Me3-mediated transcriptional repression are subject to control, possibly by extracellular signals.

Our study also documents that Jmjd3 and Utx are not absolutely required for gene-specific clearance of H3K27Me3 during the differentiation of DP into CD4 SP thymocytes. Surprisingly, H3K27Me3 removal at *Zbtb7b*, encoding the CD4-differentiating factor Thpok, was only modestly affected by Jmjd3 and Utx disruption; accordingly, neither enzyme was needed for *Zbtb7b* expression and for the differentiation of CD4^+^-lineage thymocytes. Such observations in non-dividing thymocytes imply the existence of Jmjd3- and Utx-independent H3K27Me3 removal mechanisms. These may involve some degree of promiscuity in substrate specificity among JmjC-domain demethylases, as recently suggested^53^. Alternatively, it is possible that demethylase-independent mechanisms contribute to remove H3K27Me3 at select genes. One particularly interesting possibility is the transcription-associated substitution of conventional histone H3 by variant H3.3 molecules^54^; this mechanism could conceivably replace methylated histone H3 by newly synthesized variant molecules that had not been subject to K27 methylation.

Many of the genes dependent on Jmjd3 and Utx for H3K27Me3 clearance and expression, including *S1pr1*, *Klf2*, *Ccnd2*, *Il6ra*, *Foxo1* or *Lfng*, are characteristic of mature T-cells and induced during late thymocyte differentiation. Although it is possible that the impact of Jmjd3 and Utx disruption on *S1pr1* is amplified by a ‘sampling bias', as cells that fail to express *S1pr1* accumulate in the thymus, this would not explain the impact on other genes. The preferential impact of Jmjd3 and Utx on such ‘late maturation' genes is consistent with a role for these enzymes in integrating extracellular cues at promoters activated during terminal thymocyte differentiation. The demethylase activity of these enzymes requires oxygen and α-ketoglutarate, produced from glucose or glutamine^55^, which control their function in embryonic stem cells. Thus, it is possible that Jmjd3 and Utx activation, and action at *S1pr1*, serves as a postselection licensing signal for thymocytes having undergone positive selection and increased their metabolic activity.

In summary, we demonstrate extensive H3K27Me3 changes during the differentiation of CD4^+^ T-cells from DP thymocytes and show that enzymatic removal of H3K27Me3 is required for the proper outcome of this differentiation step. Our unique approach, in non-proliferating cells, demonstrates an *in vivo* requirement for H3K27Me3 demethylase activity in gene expression during cell differentiation.

## Methods

### Generation of conditional Jmjd3- or Utx-deficient mice

The targeting vector for each conditional knockout mouse included an inserted neomycin (Neo) cassette flanked by Frt, and three loxP sites flanking the Neo cassette and *Jmjd3* exons 14–20 or *Utx* exon 24 (covering exon(s) encoding the JmjC domain). After transfection of the targeting vector into embryonic stem (ES) cells, recombinant ES cells were selected by G418 and FIAU (1–2'-deoxy-2'-fluoro-beta-D-arabinofuranosyl-5-iodouracil), screened by Southern blot analyses, and injected into blastocysts derived from C57BL/6 mice. Deletion of Frt-flanked Neo cassette was achieved by crossing of mice heterozygous for the recombinant allele to mice expressing Flpe recombinase driven by β-actin promoter, resulting in the floxed allele (*Jmjd3*^*f*^ or *Utx*^*f*^). Similarly, the deleted allele (*Jmjd3*^*−*^ or *Utx*^−^) was obtained by Cre-mediated deletion of the floxed sequence through mating of mice. The genotype of recombinant mice was verified by Southern blot analysis for the first two generations and subsequently determined by PCR analysis. We used Cre-negative *Jmjd3*^f/f^ or *Utx*^f/f^ littermates as ‘wild-type' controls in this study. For the generation of OT-II or P14-transgenic mutant mice or *S1pr1* transgenic mice, Jmjd3 and Utx mutant lines were crossed to OT-II^30^ or P14 (ref. 56) TCR transgenic, or *S1pr1* (ref. 57) transgenic mice. Primers for genotyping are listed in Supplementary Methods.

### Mice

CD45.1 and CD45.2 C57BL/6 mice were obtained from the National Cancer Institute Animal Production Facility. All transgenic mice were maintained heterozygous for the transgene. Experiments were performed on female mice except when otherwise indicated. Mice were housed in specific pathogen-free facilities and analysed between 6 and 16 weeks of age. Animal procedures were approved by the NCI Animal Care and Use Committee.

### Antibodies

The following antibodies were purchased from either BD Biosciences or eBioscience (clone name and final concentration used in parenthesis): CD4 (RM4.5, 1 μg ml^−1^), CD8α (53-6.7, 2.5 μg ml^−1^), CD8β (53-5.8, 2.5 μg ml^−1^), TCR (H57–597, 1 μg ml^−1^), CD24 (M1/69, 2.5 μg ml^−1^), CD69 (H1.2F3, 1 μg ml^−1^), CD44 (IM7, 1 μg ml^−1^), CD45.2 (104, 0.5 μg ml^−1^), anti-CD45.1 (A20, 1 μg ml^−1^), CD5 (53-7.3, 1 μg ml^−1^), MHC II I-A/I-E (M5/114.15.2, 1 μg ml^−1^) and Vα2 (B20.1, 1 μg ml^−1^). The rat anti-mouse S1pr1 antibody was kindly provided by Dr Jason Cyster (University of California, San Francisco) and subsequently purchased from R&D Systems (MAB7089). The Jmjd3 antibody for immunoblot analysis was generated in rabbits using a peptide (amino acids 211–230 of mouse Jmjd3) as an epitope, and affinity-purified; the Utx antibody was purchased from Bethyl laboratories (A302–374A). Final concentrations for Jmjd3 and Utx antibodies were 2 and 0.2 μg ml^−1^ for immunoprecipitation and immunoblotting, respectively. Anti-H3K27Me3 (#17–622) antibodies for ChIPseq were purchased from Millipore.

### Cell preparation and flow cytometry

Thymocytes and splenocytes were isolated from mice (6–10 weeks of age) and analysed by immunostaining and flow cytometry as described^58^. Data were acquired on a LSR Fortessa cytometer (BD Biosciences) and analysed with Flowjo software. The S1pr1 staining was performed by incubating with the rat anti-mouse S1pr1 antibody (2 μg/10^6^ cells), followed by staining with anti-rat IgG PE (eBioscience, 12-4822-82, 10 μg ml^−1^). Cells were then washed and blocked with 2% normal rat serum before being incubated with additional antibodies. For sorting of mature CD4 SP thymocytes (TCR^hi^ CD24^lo^), CD4 SP thymocytes were pre-enriched by using a Dynal mouse CD4 negative isolation kit (Invitrogen), stained with antibodies, and sorted on a BD FACSAria cell sorting system (BD Biosciences).

### Bone marrow chimeras

T-cell-depleted (Pan T Dynal kit, Invitrogen) bone marrow was isolated from CD45 disparate animals, mixed at a 1:1 ratio, and injected into lethally irradiated (900 rads) recipients heterozygous for CD45.1 and CD45.2, which were analysed 8 weeks after transplantation.

### *In vitro* thymocyte culture

Sorted mature thymocytes were resuspended in RPMI-1640 medium (supplemented with 10% FCS, 1% Pen/Strep/Glu) and incubated overnight in presence or absence of plate bound anti-CD3 (145-2C11; BD Biosciences, coated with 1 μg ml^−1^ solution) at 37 °C, 5% CO_2_.

### Microarray and quantitative RT-PCR analyses

Total RNA from sorted Vα2^hi^ CD24^lo^ (OT-II) or TCR^hi^ CD24^lo^ (endogenous repertoire) CD4 SP thymocytes or cultured thymocytes was isolated using RNeasy Plus Mini Kit (Qiagen). Microarray analyses (Affymetrix Mouse Gene 1.0 ST array) were performed by the NCI microarray facility following the manufacturer's recommendation (Affymetrix). For quantitative RT-PCR analysis, cDNA was synthesized from total RNA using ThermoScript RT-PCR system (Invitrogen), and the PCR was performed on a 7500 Real time PCR system (Applied Biosciences). The mRNA levels of target genes were normalized with 18S rRNA, and represented as the fold change over wild-type (or unstimulated control, Supplementary Fig. 7) values (set arbitrarily as 1). Primer sequences will be provided upon request. Microarray data were analysed using Partek Genomic Suite from Affymetrix ‘cel' files generated at the NCI microarray facility. Primers for RT-PCR are listed in Supplementary Methods.

### ChIP

Sorted mature (TCR^hi^ or Vα2^hi^ CD24^lo^) thymocytes were digested with Mnase (Sigma-Aldrich, N3755, 0.4 U ml^−1^), followed by sonication to generate mainly mononucleosomes with minor fraction of dinucleosomes. Sonicated supernatants were pre-cleared for 1 h with protein G beads at room temperature and then immunoprecipitated with anti-H3K27Me3 (10 μg ml^−1^, pre-adsorbed on Protein G beads) or control mouse monoclonal IgG (10 μg ml^−1^) overnight. Immunoprecipitated complexes were collected on protein G beads and DNA was purified by PCR Purification Kit (Qiagen) and analysed by quantitative (Sybr green) PCR (see Supplementary Methods for primer sequence). Data is presented as a percent input of each IP sample relative to input chromatin.

### ChIPseq and data analysis

The fastq files were aligned against the genome reference mm9 and promoter reads (±2 kb from the transcription start site) detected for each gene using the Rsubread package in R^59^. Promoter counts were normalized by loess using csaw package^60^. Broad peaks were detected using SICER^61^, and promoter reads overlapping with SICER peaks in two biological replicates per group (dKO and WT) further analysed for differential binding using the glmQLFit function in EdgeR^62^,^63^. Offsets were used to generate normalized bedgraph files for visualization in IGV. Entries redundant for gene name and boundaries were eliminated, leaving a total of 20218 unique entries processed for combined ChIPseq-microarray analyses.

### Statistical analyses

Statistical analyses were performed using Prism software except as noted above for microarrays and ChIPseq data. Bars in graphs indicate average±s.d. Except where otherwise indicated, comparisons were performed by two-tailed unpaired Student's *t*-test. Two-tailed paired *t*-test was used where biologically appropriate (for example, competitive bone marrow chimeras). Significance levels (*P*-values) are indicated on figures. For statistical comparisons, sample size was >3 and was determined empirically based on pilot analyses. We used neither randomization nor blinding; animals were excluded from analyses only on the basis of criteria (for example, age or poor health status) unrelated to the experiment result.

## Additional information

**How to cite this article:** Manna, S. *et al*. Histone H3 Lysine 27 demethylases Jmjd3 and Utx are required for T-cell differentiation. *Nat. Commun*. 6:8152 doi: 10.1038/ncomms9152 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9, Supplementary Tables 1-2 and Supplementary Methods

## Figures and Tables

**Figure 1:**
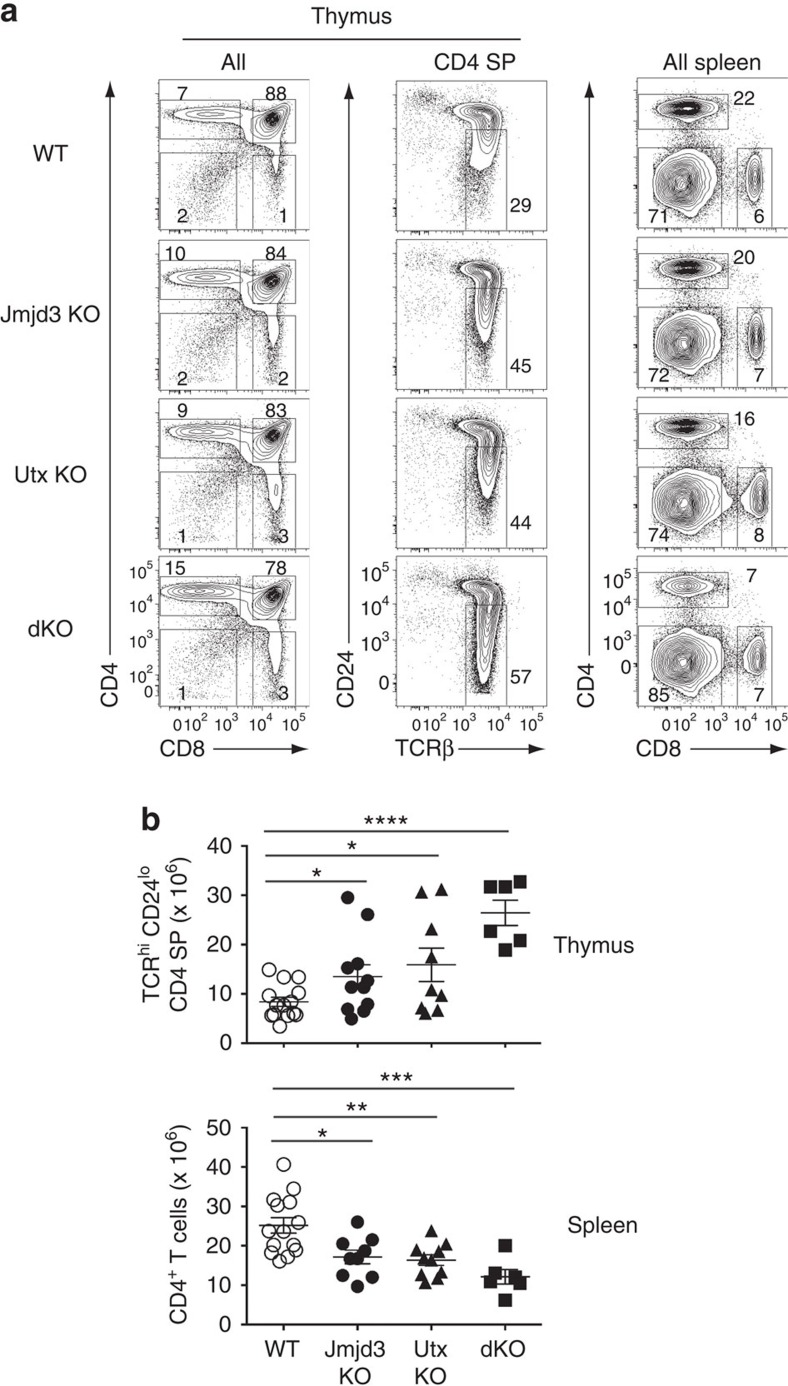
T-cell development in the absence of H3K27 demethylases. (**a**) Contour plots of CD4 and CD8 expression in thymocytes (left) or splenocytes (right), and expression of TCRβ and CD24 on CD4 SP thymocytes (middle) from wild-type (WT), *Jmjd3*^*f/f*^*Cd4-Cre* (Jmjd3 KO), *Utx*^*f/f*^*Cd4-Cre* (Utx KO) or *Jmjd3*^*f/f*^ *Utx*^*f/f*^*Cd4-Cre* (dKO) mice. Numbers adjacent to outlined areas indicate percentage T-cells. Numbers of mice for each genotype indicated in (**b**). The gate (middle column) defines mature (TCR^hi^ CD24^lo^) CD4 SP thymocytes. Data is representative of 10 (Jmjd3 KO), 9 (Utx KO) and 5 (dKO) separate experiments. (**b**) Dot plots show absolute cell numbers of mature (TCR^hi^ CD24^lo^) CD4 SP thymocytes or spleen CD4^+^ T-cells from mice in (**a**). The statistical significance was determined by unpaired *t*-test (two-tailed). *: *P*<0.05, **: *P*<0.01, ***: *P*<0.001, ****: *P*<0.0001. Each symbol represents one individual mouse. Error bars indicate s.d.

**Figure 2:**
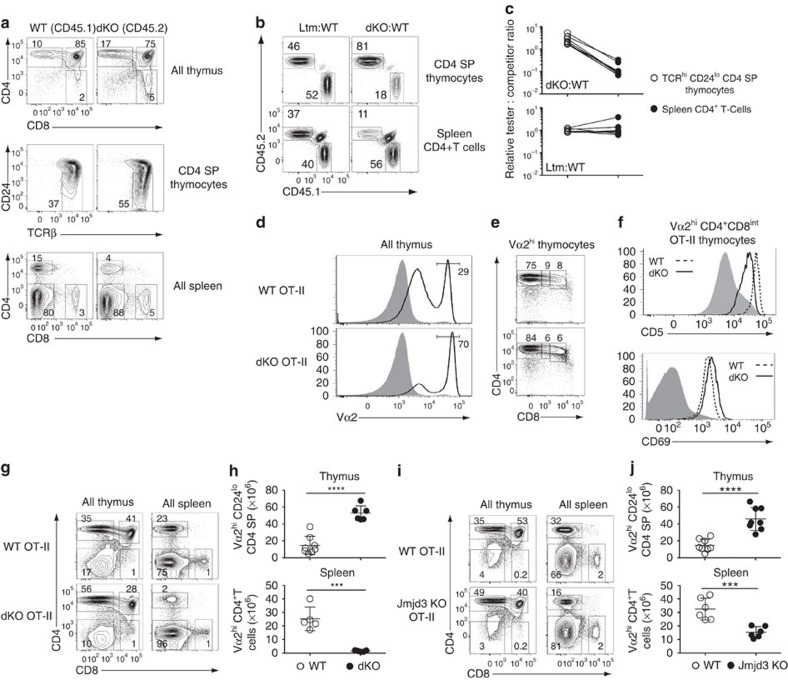
Jmjd3 and Utx are required for thymocyte maturation. (**a**) Expression of CD4 and CD8 on thymocytes (top) or splenocytes (bottom), and expression of TCRβ and CD24 on CD4 SP thymocytes (middle) from dKO (CD45.2) and wild-type competitor (CD45.1) derived cells in mixed bone marrow chimeras. (**b**) Contour plots of CD45.1 and CD45.2 expression on CD4 SP thymocytes (top) or spleen CD4^+^T-cells (bottom) from chimeras made from CD45.1 wild-type and CD45.2 dKO (right) or littermate controls (left) donors. Note the remaining cells of host origin (CD45.1^+^CD45.2^+^) in the spleen. (**c**) Line graphs indicate relative chimerism (defined as the ratio of CD45.2 ‘tester' to CD45.1 competitor cells, expressed relative to that same ratio in DP thymocytes) in mature (TCR^hi^CD24^lo^) CD4 SP thymocytes (left) and spleen CD4^+^T-cells (right). Data are from eight chimeric mice for each donor cell mix, generated in three distinct transplantations and analysed in eight separate experiments (**a**–**c**). (**d**) Overlaid histograms show Vα2 expression in wild-type (top) and dKO (bottom) thymocytes carrying the OT-II TCR transgene (plain line) or in DP thymocytes from non-transgenic wild-type mice (grey shaded). (**e**) CD4 and CD8 expression on Vα2^hi^ thymocytes (as gated in (**d**)) from OT-II transgenic wild-type and dKO mice. (**f**) Overlaid histograms show expression of CD5 (top) and CD69 (bottom) on wild type (dotted line) and dKO (plain line) OT-II transgenic Vα2^hi^CD4^+^CD8^int^ thymocytes (middle gate in (**e**)). Grey shaded histograms indicate expression of each molecule in DP thymocytes from non-transgenic wild-type mice. Data are representative of six (**d**,**e**), or three (**f**) distinct experiments. (**g**–**j**) Contour plots of CD4 and CD8 expression on total thymocytes or splenocytes (**g**,**i**) and absolute numbers of mature thymocytes or spleen Vα2^hi^ CD4^+^ T-cells (**h**,**j**) from wild-type (WT) and dKO (**g**,**h**) or Jmjd3 KO (**i**,**j**) OT-II transgenic mice. Data is from six (**g**,**h**) or eight (**i**,**j**) distinct experiments. Numbers in plots indicate the percentage of cells (**a**,**b**,**d**,**e**,**g**,**i**). Each symbol represents one individual mouse (**c**,**h**,**j**). ***: *P*<0.001, ****: *P*<0.0001 (unpaired *t*-test). Error bars indicate s.d.

**Figure 3:**
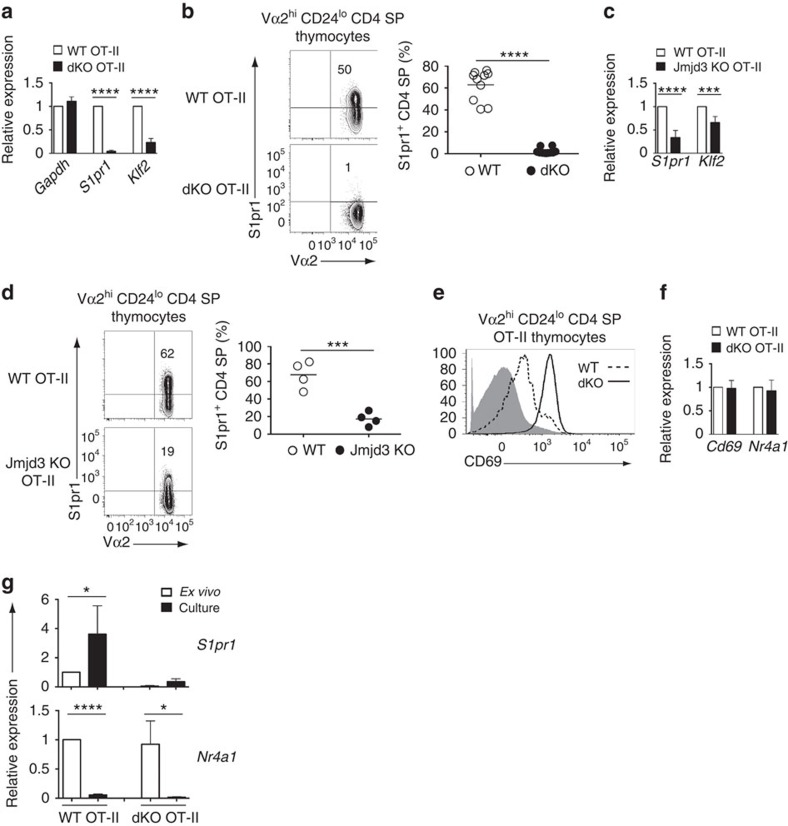
Jmjd3 and Utx are needed for *S1pr1* expression. (**a**) Quantitative RT-PCR showing expression of *Gapdh, S1pr1* and *Klf2* mRNA in OT-II transgenic wild-type (WT) and dKO mature thymocytes. Results are normalized relative to expression of the 18S rRNA gene and presented as fold change relative to wild type values (set as 1). Data is from five determinations from three independently sorted sample sets, except for *Gapdh* (two determinations from two sample sets). (**b**,**d**) Contour plots (left) of Vα2 and S1pr1 expression on gated Vα2^hi^ CD24^lo^ CD4 SP thymocytes from wild-type (WT) and dKO (**b**) or Jmjd3-KO (**d**) OT-II mice. Dot plots (right) shows frequency of S1pr1^hi^ cells among mature CD4 SP thymocytes; each symbol represents one individual mouse. Data comes from five (**b**) and four (**d**) distinct experiments. (**c**) RT-PCR analysis of *S1pr1* and *Klf2* mRNA expression in CD24^lo^ CD4 SP thymocytes from wild-type (WT) and Jmjd3-KO OT-II mice, expressed as in (**a**). Data is from three independent sample sets. (**e**) Overlaid histograms show expression of surface CD69 in Vα2^hi^CD24^lo^CD4 SP thymocytes from wild type (dotted line) and dKO (plain line) OT-II transgenic mice. Grey shaded histograms indicate expression in DP thymocytes from non-transgenic wild-type mice. Data is representative of four mice of each genotype, analysed in four distinct experiments. (**f**) RT-PCR analysis of *Cd69* and *Nr4a1* (encoding Nur77) expression in Vα2^hi^ CD24^lo^ CD4 SP thymocytes from indicated mice. Data is expressed as in (**a**) and comes from three independently sorted sample sets. (**g**) Bar graphs compare expression of *S1pr1 and Nr4a1* in sorted mature OT-II transgenic CD4 SP thymocytes either *ex vivo* or after cell suspension culture. Results are presented relative to WT *ex vivo* thymocytes (set as 1) after normalization on 18S rRNA expression. Data is from three independently sorted sample sets. *P<0.05, ***P<0.001 and ****P<0.0001, not significant in other cases (unpaired *t*-test). Error bars indicate s.d.

**Figure 4:**
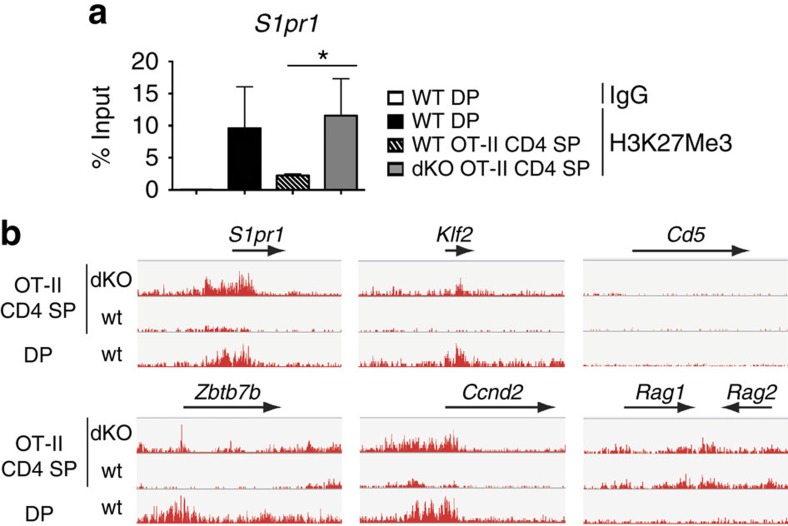
Jmjd3 and Utx redundantly promote H3K27Me3 demethylation. (**a**) H3K27Me3 amounts (mean±s.d.) at the *S1pr1* promoter were assessed by ChIP-qPCR in sorted DP thymocytes from wild-type mice carrying an endogenous TCR repertoire, or Vα2^hi^ CD24^lo^ CD4 SP thymocytes from wild type (WT) and dKO OT-II mice. H3K27Me3 amount values are shown as percentage of input. Data is from three independent experiments. *P<0.05 (unpaired *t*-test). (**b**) IGV browser tracks show the distribution (normalized sequence reads) of H3K27Me3 ChIPseq signals at indicated loci in wild-type DP and mature (Vα2^hi^ CD24^lo^) OT-II transgenic CD4 SP thymocytes.

**Figure 5:**
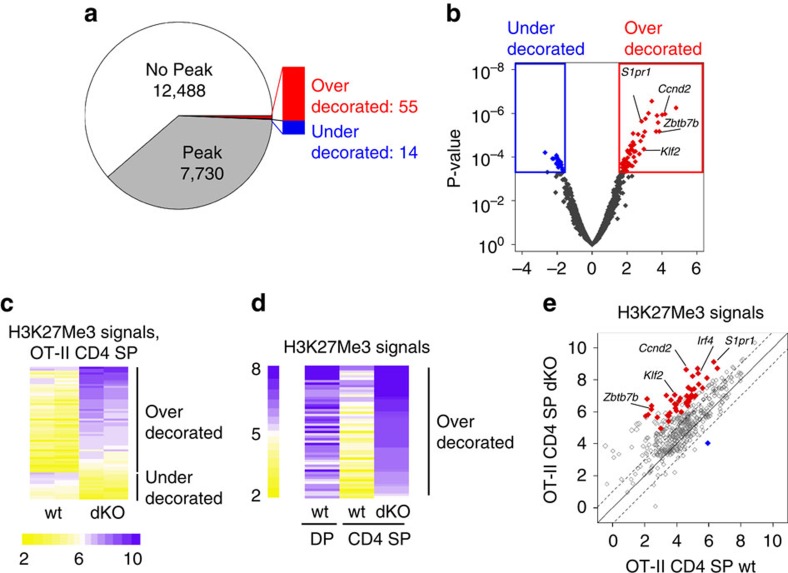
Genome-wide impact of Jmjd3 and Utx on H3K27 trimethylation in mature CD4 SP thymocytes. (**a**) Pie chart showing the number of gene promoters overlapping with H3K27Me3 peaks in wild-type or dKO OT-II mature CD4 SP thymocytes. The bar on the right highlights subsets of ‘Peak' genes with greater (overdecorated) or lower (underdecorated) H3K27Me3 signals in dKO than wild-type cells (defined in (**b**)) are indicated. (**b**) Volcano plot of ChIPseq data displaying for each locus the ratio of dKO over wild-type signals (*x* axis, log_2_ values) versus *P*-value (*y* axis, −log_10_ values). Coloured boxes and symbols define overdecorated (right, red) and underdecorated (left, blue) genes, defined by a twofold or greater change in H3K27Me3 signals with a 0.05 or lesser FDR. Relevant genes are indicated. (**c**) Heat map indicates ChIPseq signals (log_2_ values, colour-coding scale at bottom) on over- and underdecorated promoters (defined in (**b**)) in mature CD4 SP thymocytes from wild-type or dKO OT-II mice. Each lane represents a separate ChIPseq experiment and each row a separate gene promoter. Promoters are ranked by decreasing average signal values in dKO samples. (**d**) Heat map indicates ChIPseq signals (log_2_ values, colour-coding scale at left) in DP thymocytes (carrying an endogenous diverse repertoire, left column) and mature CD4 SP thymocytes from wild-type and dKO OT-II mice (right two columns, each showing the average of two independent samples). Promoters are ranked by decreasing average signal values in dKO samples (right lane). (**e**) Scatter plot show H3K27Me3 signals on a set of 449 promoters that normally undergo H3K27Me3 removal during the differentiation of DP to CD4 SP thymocytes. Each symbol depicts the signal (log_2_ value) at a given promoter in wild-type (*x* axis) versus dKO (*y* axis) mature CD4 SP OT-II thymocytes. Dotted lines indicate twofold changes. Filled red and blue symbols depict over- and underdecorated genes defined in (**b**).

**Figure 6:**
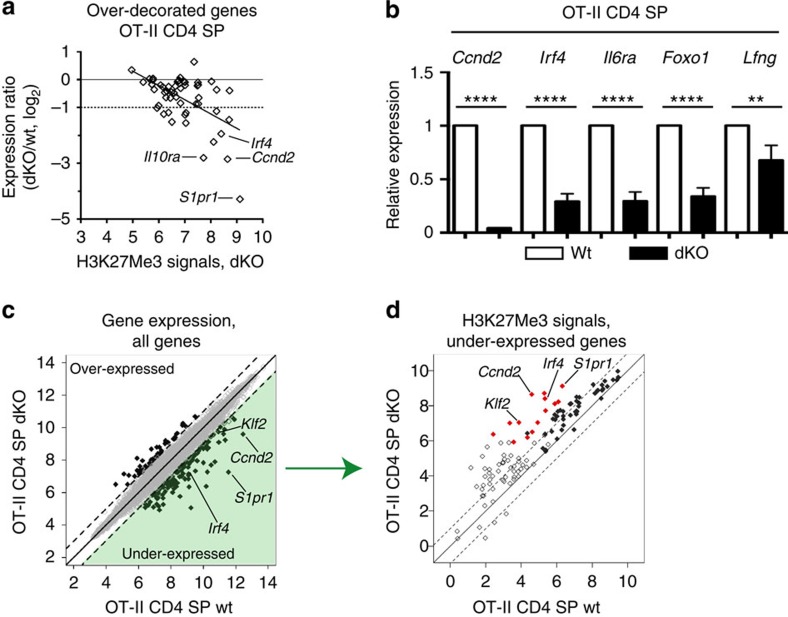
Impact of Jmjd3 and Utx on gene expression in mature CD4 SP thymocytes. (**a**) Scatter plot on the 55 over-decorated gene set, defined in Fig. 5b, shows H3K27Me3 signals in dKO OT-II CD4 SP thymocytes (log_2_ value, *x* axis) versus microarray expression ratios (dKO/WT OT-II CD4 SP thymocytes, log_2_ value, *y* axis). Horizontal lines indicate equal and 50%-reduced expression (plain and dotted lines, respectively). Each symbol represents one gene. The regression line (*r*=−0.54) is indicated. (**b**) Expression of indicated genes in mature (Vα2^hi^ CD24^lo^) CD4 SP thymocytes from wild-type (WT) and dKO OT-II transgenic mice is analysed by RT-PCR, and displayed as in Fig. 3a. Data is from three independent sample sets. **P<0.01 and ****P<10^−4^ (unpaired *t*-test). Error bars indicate s.d. (**c**) Scatter plot shows microarray gene expression (log_2_ values, full 20218 gene set) in wild-type (*x* axis) versus dKO (*y* axis) mature CD4 SP OT-II thymocytes. Dotted lines indicate twofold changes. Thick symbols depict genes with a significant (FDR<0.05) twofold or greater change in expression. The green-shaded area depicts the 115 under-expressed genes analysed in Fig. 5d. (**d**) Scatter plot show H3K27Me3 signals (log_2_ values) in wild-type (*x* axis) versus dKO (*y* axis) mature CD4 SP OT-II thymocytes on 115 genes underexpressed in dKO compared with wild-type cells (green-shaded area in (**c**)). Dotted lines indicate twofold changes. Filled red and blue symbols depict over- and underdecorated genes defined in Fig. 5b.

**Figure 7:**
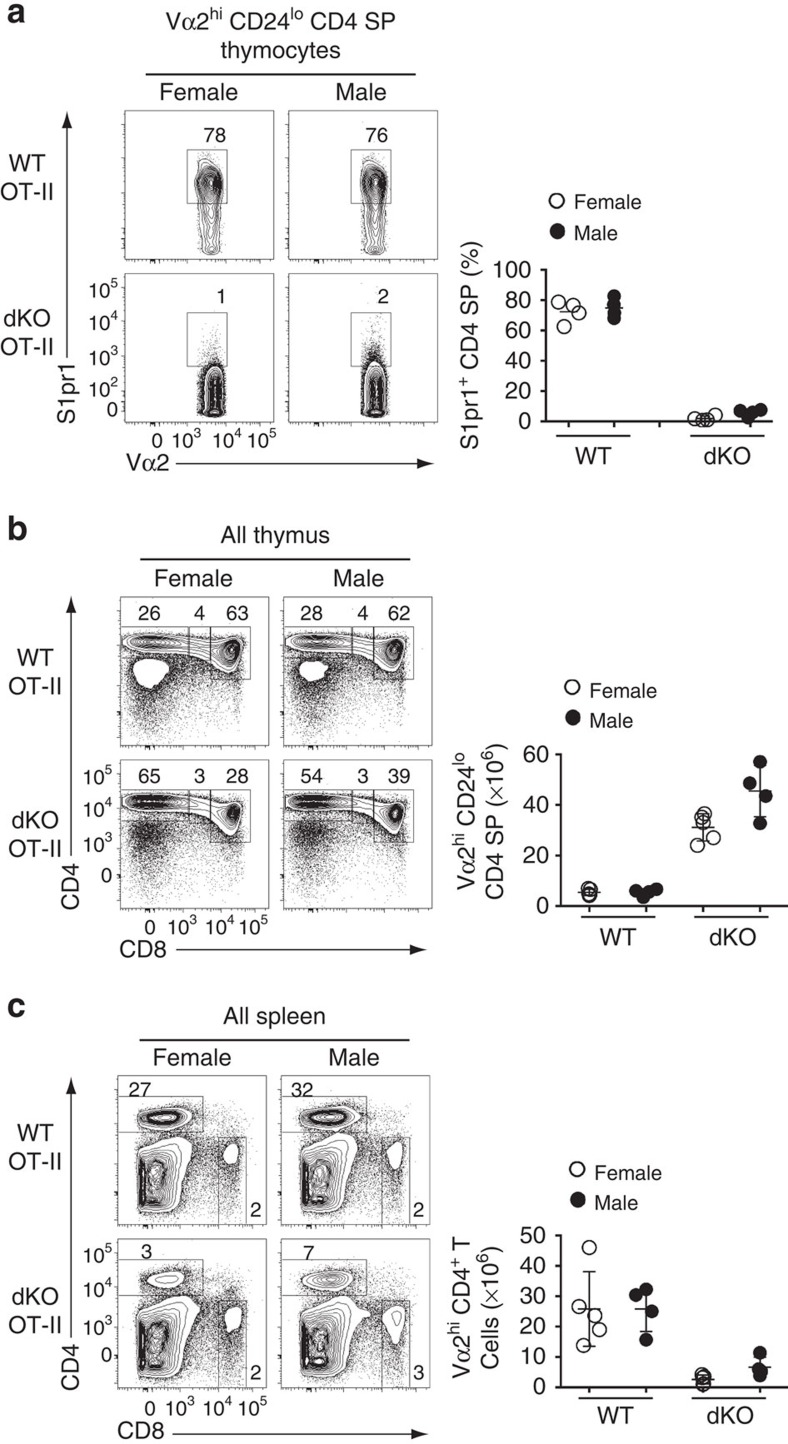
Demethylase-inactive Uty fails to support *S1pr1* expression. (**a**) Contour plots (left) show expression of S1pr1 and Vα2 on mature thymocytes from wild-type (WT) and dKO OT-II transgenic female or male mice. Dot plots (right) show the frequency of S1pr1^hi^ cells among mature CD4 SP thymocytes. Each symbol represents one individual mouse. (**b**,**c**) Contour plots (lefts) show CD4 and CD8 expression on thymocytes (**b**) or splenocytes (**c**) from mice analysed in (**a**). Dot plots (right) show absolute numbers of mature Vα2^hi^ CD4 SP thymocytes (**b**) or CD4^+^ T-splenocytes (**c**). Each symbol represents one individual mouse. Results are representative of four mice of each gender and genotype analysed in four distinct experiments (**a**–**c**). *: *P*<0.05 (unpaired two-tailed *t*-test). Error bars indicate s.d.

**Figure 8:**
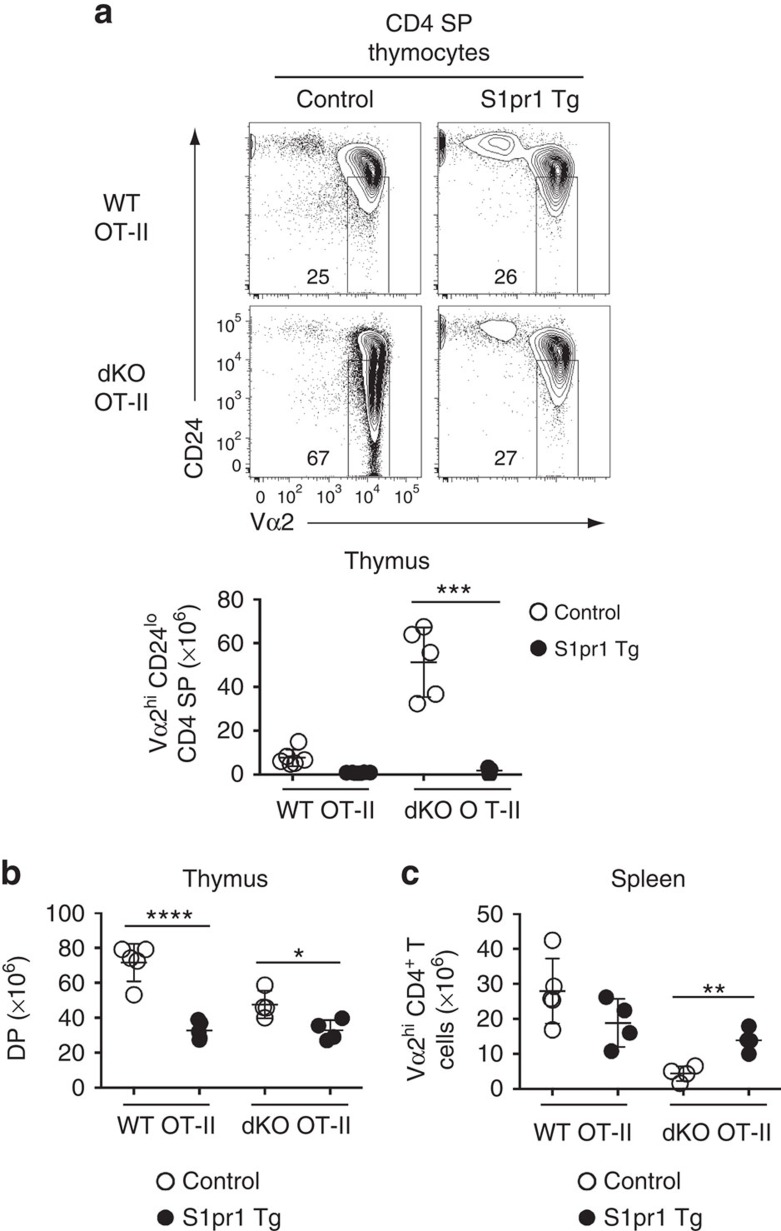
Enforced S1pr1 expression rescues egress of dKO thymocytes. (**a**) (top) Contour plots of CD24 and Vα2 expression on CD4 SP thymocytes from wild-type (WT) and dKO OT-II mice carrying (S1pr1 Tg) or not (Control) the *S1pr1* transgene. Numbers in plot indicate the percentage of cells in mature CD24^lo^ Vα2^hi^ gate. Dot plot (bottom) shows absolute numbers of mature CD4 SP thymocytes from indicated mice. (**b**,**c**) Absolute numbers of DP thymocytes (**b**) and spleen Vα2^hi^ CD4^+^ T-cells (**c**) from the mice shown in (**a**). (**a**–**c**) Statistical significance was determined by unpaired *t*-test. *: *P*<0.05, **: *P*<10^−2^,***: *P*<10^−3^, ****: *P*<10^−4^. Each symbol on dot plots represents one individual mouse and results are representative of or combined from four independent experiments. Error bars indicate s.d.

How the deposited data were processed for this re-analysis (not part of the article)

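Gene expression was measured on 6 microarrays of RNA from sorted mature (Vα2 hi CD24 lo) OT-II CD4 SP thymocytes, 3 wild-type and 3 dKO. The authors hybridized Affymetrix Mouse Gene 1.0 ST arrays according to the Methods, although the design text of the series names another array type, and analysed the scanner files in Partek. The submitters' processing notes name Partek and RMA, and their versions are not given in the sources used here. The deposited values are on the log2 scale, background-corrected, quantile normalized between arrays and summarized to 1 value per transcript row, with 1 column per array. Medians of the 6 columns lay between 6.27 and 6.32. RMA evens out the distribution of the arrays, so a change in the same direction in most genes would be hidden, and it compresses differences of dim genes. The ChIPseq samples of the paper were not analysed here.

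Rows were named through the annotation of the array, and symbols were updated by Entrez identifier with a RefSeq gene table of the GRCm38.p6 assembly, used only for names and the order of neighbouring genes. Of 25254 rows, 21496 had 1 gene symbol, 1565 had several and 2193 had none. Of the rows with 1 symbol, 21415 were found in the RefSeq table and 81 kept the symbol of the annotation. Rows with several symbols or none were left out of the gene tests. Where a gene had more than 1 row, as 938 genes did, the row with the highest mean was kept, which left 19752 genes. Some genes that the paper or the lists name are not analysed here. All 6 columns of values were used.

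The deposited log2 values were tested without renormalization and without a filter on dim genes, with genotype as the only term. limma 3.58.1 in R 4.3.3 was used for linear models with moderated variances, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. A gene counted as changed by 2-fold or more if its log2 fold change was also at least 1 in size. Gene lists were compared with all other genes by limma's camera with a preset correlation of 0.01 and adjusted over the 29 lists, and again with the correlation estimated from the arrays. The lists covered thymic egress, T-cell subsets and stages, signalling, cell cycle, metabolism, Polycomb and other chromatin complexes, stress genes, markers of other cell types and the 10 measured genes on each side of *Kdm6a* and of *Kdm6b*. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

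Genes to name in the text were chosen from the genes the paper names that have a row and from up to 4 members of each list with the smallest p. They were also chosen from the 15 largest decreases and the 15 largest increases among genes changed by 2-fold or more whose groups do not overlap. Clone names and similar symbols were left out of these largest changes. Not all genes eligible in this way are named. Members of a list that make up a count of 5 or fewer, and *Ccr8*, *Lyz2*, *Cd74*, *Mki67*, *Top2a*, *Bcl2*, *Gpr83*, *Icos*, *Klf3*, *S1pr4*, *Hoxa4*, *Hoxa9*, *Zbtb16*, *Fas*, *Bcl2l11*, *Bak1*, *Kit* and *Tnfrsf9*, were named after their values had been seen. The same holds for *Eed* and *Suz12*. A list of markers of early progenitors was also written after the values had been seen.

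The tests were tried on simulated data of the same 19752 genes, drawn from the means and spreads of the real arrays for a comparison of 3 arrays with 3. Of 50 genes changed by 1 on the log2 scale, limma recovered 98%, of 50 changed by 0.5 it recovered 80%, and of 50 changed by 0.25 it recovered 26%. Student's t-test recovered 88%, 42% and 6% of the same genes. limma called 4 unchanged genes and Student's t-test 6. camera called both shifted lists and none of the others among the 29. Means and spreads do not carry the correlation between genes, estimated at 0.752 for the interferon response on the real arrays. The simulation therefore does not test camera's preset correlation of 0.01. It changed 50 genes at each size, against 23.1% of genes called on the real arrays, so the recovery rates may differ there.

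The alternatives, set before the data were examined, were quantile normalization of the values again, cyclic loess normalization, keeping the 14814 or the 9876 brightest genes by mean value, the mean of a gene's rows, an intensity trend with robust variances, Student's t-test, the replicate number as a block, each array left out in turn, all rows of the table, a test against a fold of 1.5, and an estimated correlation for gene lists.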

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

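The tests of explanations for *Dntt* and for the *Hoxa* genes were chosen after these results had been seen. The main text of the paper does not discuss *Map2*, *Stab2*, *Pfn2*, *Prf1*, *Dntt* or *Hoxa5*, whose values in dKO cells were above those in wild-type cells. Its supplementary material was not examined for these genes. The paper's main text names PRC2 and its methyltransferases but does not report their expression, nor that of stress genes. *Map2* (log2 fold change 2.33), *Stab2* (2.21) and *Pfn2* (2.05) were the largest measured increases in dKO cells. *Prf1* rose by 1.89 on the log2 scale. Genes of PRC2 were higher as a list at an adjusted p of 0.0288 from limma's camera test, which ranged from 0.0129 to 0.194 over the alternatives (adjusted p = 0.192 with an estimated correlation). Stress and heat-shock genes were higher as a list at an adjusted p of 4.7e-04, which was 3.2e-04 to 0.00185 with 1 array left out and highest, at 0.15, with an estimated correlation.

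*Dntt*, which encodes terminal transferase and is switched off as thymocytes mature, had a log2 fold change of 1.52 and was higher in 3 of 3 dKO arrays than in any wild-type array. Its log2 fold change was still at least 1.48 after quantile normalization again and after cyclic loess normalization. This says little about array scaling, because the deposited values were already quantile normalized. DP thymocytes left in the sort would bring their other abundant transcripts, but the 16 other markers of these cells had a median log2 fold change of -0.0823 with an upper quartile of 0.15, below the lower 95% bound of 1.26 for *Dntt*. *Rag1*, abundant in DP cells, stood at a log2 value of 6.63 in wild-type and 6.08 in dKO cells, although *Cd8b1*, *Cd1d1* and *Mns1* were higher. Of the DP markers, 6 also stand in other lists. Incomplete shutdown of *Dntt* in dKO cells remains a hypothesis that these arrays do not test.

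*Hoxa5* (log2 fold change 1.09), *Hoxa6* (0.94) and *Hoxa7* (0.80) lie next to each other and were higher in dKO cells, while the adjacent *Hoxa4* had a log2 fold change of 0.12 (adjusted p = 0.14) and *Hoxa9* of 0.04 (adjusted p = 0.69). The smallest of the 3 increases over quantile normalization again and cyclic loess normalization was 0.764. As the deposited values were already quantile normalized, this too says little about array scaling. Early progenitors or DN thymocytes in the sort are argued against by the 16 markers of those cells. Their median log2 fold change was -0.032 and their upper quartile 0.06. The smallest lower 95% bound for the 3 *Hoxa* genes was 0.63. Of the 16 markers, 0 were higher and 3 were lower. *Kit*, an abundant transcript of progenitors, stood at 5.33 in wild-type and 5.30 in dKO cells. The call on *Hoxa6* was lost with Student's t-test (adjusted p = 0.067). Whether a transcript that runs across neighbouring genes is shared by their probes was not tested, and an effect of the genotype on this part of the cluster may be considered only as a hypothesis.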

How the results depend on the processing

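The test of other splits was chosen after the counts had been seen. With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. The real split gave 115 genes lower and 44 higher by 2-fold or more (1976 and 2587 at any fold), the highest of the other splits 0 for each of these counts, and each was reached in 1 split. For gene lists, 12 passed in the real split and up to 9 in another, so other splits also called lists with the preset correlation. Every other split mixes the genotypes unevenly, so part of the genotype difference remains in it. Counts from the other splits are therefore not a reference without a genotype difference. Precision is limited by the number of arrays and, for dim genes, by background.

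The counts of genes changed by 2-fold or more ranged from 106 to 129 lower and from 40 to 52 higher over the alternatives that count genes at this fold, and cyclic loess kept all 115 and 43 of the 44 genes. Over all 25254 entries of the table, not reduced to genes, 147 entries were lower and 51 higher by 2-fold or more, and the test against a fold of 1.5, which also calls genes changed by less than 2-fold, gave 141 and 63 genes. With 1 array left out the 2-fold counts were 114 to 121 and 46 to 52, and at any fold 1496 to 1855 lower and 1901 to 2259 higher. Student's t-test gave 1173 lower and 1392 higher at any fold. On simulated data it recovered 6% of genes changed by 0.25 on the log2 scale and 42% of those changed by 0.5, against 26% and 80% for limma. After cyclic loess 47.5% of the any-fold calls were higher, against 56.7%.

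Whether the replicate numbers pair the arrays was not resolved. Same-numbered arrays correlated at 0.099, 0.024 and 0.070 in their deviations from the group means, not all above the threshold of 0.1. Differently numbered arrays correlated at -0.098 to 0.040, and 5 of 6 arrays correlated best with their own number. With the replicate number as a block, the counts were 115 and 44 (1970 and 2574 at any fold).

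Adjusted p of lists changed as follows, and the cause was not tested unless the setting shows it. After cyclic loess, PRC2 was at 0.107, the developmental regulators at 0.0435 and MLL complexes, turned lower, at 0.698. With fewer dim genes, PRC2 was at 0.0609 (14814 brightest genes) and 0.194 (9876 brightest genes), and with the latter cell cycle turned higher at 0.964 and MLL complexes lower at 0.973. With the mean of a gene's values PRC1 was at 0.0361. With an estimated correlation, calls were lost for the interferon response (0.55), TCR-induced genes (0.192), immature CD4 SP markers (0.5), NKT markers (0.192), chemokine receptors (0.0801), apoptosis (0.0801), PRC2 (0.192) and stress genes (0.15). With 1 array left out, ranges were 0.00546 to 0.0612 for immature CD4 SP markers, 0.0359 to 0.291 for CD8 lineage genes, 0.0129 to 0.0847 for PRC2, 0.0438 to 0.0879 for PRC1, 0.42 to 0.944 for DP markers, 0.263 to 0.944 for cell cycle, 0.592 to 0.991 for MLL complexes and 0.0838 to 0.935 for myeloid markers, the last 4 turning direction.

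Of 187 single genes, 121 kept their direction and side of the threshold in all alternatives. Those that turned direction lay near 0. They were *Cd4* (-0.00568 after quantile normalization again) and *Ezh2* (-0.0231 after cyclic loess), and with 1 array left out *Ezh2* (-0.00638 to 0.0563), *Klf1* (-0.0100 to 0.0800), *Hoxa9* (-0.00641 to 0.0672) and *Tbx21* (-0.0598 to 0.0845). *Cd69*, *Nr4a1*, *Cd5*, *Rag1*, *Ezh1* and *Zbtb7b*, among others, lost their calls with Student's t-test.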

Differences from the paper's values

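The counts of genes changed by 2-fold or more at the paper's stated thresholds were close to the paper's, 115 lower in both, and 44 higher against the paper's 41, over 19752 genes here and the paper's 20218. The log2 fold changes of *S1pr1*, *Ccnd2*, *Il10ra* and *Irf4* lay within the spread between arrays of about -4.3, about -2.9, about -2.8 and about -2.0 in Fig. 6a, read by eye. At these thresholds, the alternatives set before the data were examined that count genes gave 106 to 129 lower and 40 (9876 brightest genes) to 52 higher, and none of them gave 41 higher. The paper's thresholds do not apply to the test against a fold of 1.5, which gave 63 higher.

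The paper lists *Ccr7* among the genes underexpressed in dKO cells. Here its log2 fold change was -0.03 (adjusted p = 0.70 from limma), and it was called under no setting that was run, with log2 fold changes between -0.10 and -9.5e-04 and an adjusted p between 0.21 and 0.99. The value of *Ccr7* was not compared with the paper's supplementary lists of genes, and the cause of the difference was not resolved. *Ccr4* and *Klf2*, which the paper also gives as lower, had log2 fold changes of -2.98 and -1.19 here.

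The paper states that *Zbtb7b* was not reduced. Here it was lower by a log2 fold change of -0.27 (adjusted p = 0.022), less than a reduction by 2-fold, and it was not called with Student's t-test (adjusted p = 0.15), without wild-type replicate 2 (0.067), without wild-type replicate 3 (0.071) or without dKO replicate 1 (0.0503).

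By RT-PCR, the paper reports similar *Cd69* and *Nr4a1* levels in both genotypes. On the arrays *Cd69* rose by 0.28 (adjusted p = 0.0083) and *Nr4a1* fell by 0.66 (adjusted p = 0.0061), and neither was called with Student's t-test (adjusted p = 0.084 and 0.13).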

Other observations

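The test of scaling and the test of cell share below were chosen after the regulatory T-cell result had been seen. Genes of the cell cycle moved in both directions. Of 31 measured, 8 were higher and 4 were lower (8 and 5 over the list alone), with an adjusted p of 0.80 for the group from limma's camera test. *Mcm4* and *Rrm1*, which serve DNA replication, rose by 0.42 and 0.32 on the log2 scale (adjusted p = 2.1e-04 and 9.8e-04), while *Ccne1*, encoding cyclin E1, fell by 0.93 (adjusted p = 6.5e-06), *E2f2* by 0.63 and *Mki67*, a marker of proliferating cells, by 0.62 (adjusted p = 0.0062). The other was *Top2a*, whose call was lost without 4 of the 6 arrays (at most 0.14). Of 12 D cyclins, their kinases and inhibitors, 3 were lower (*Ccnd2*, *Cdkn2d* and *Rb1*) and 2 were higher (*Cdkn2c* and *Cdkn1b*), the same over the list alone (group adjusted p = 0.32). Of 16 genes of glycolysis and glucose transport, 8 were higher and 3 were lower (*Slc16a1*, *Slc16a3* and *Ldha*), the same over the list alone (group adjusted p = 0.12), with *Tpi1*, encoding a glycolytic isomerase, at 0.64 (adjusted p = 8.7e-05). Of 21 Notch pathway genes, 5 were lower (*Dtx4*, *Lfng*, *Dtx1*, *Notch1* and *Numb*) and 2 were higher (*Maml3* and *Heyl*), the same over the list alone (group adjusted p = 0.20). The calls on *Ldha*, *Slc16a3*, *Numb* and *Heyl* were lost without some single arrays, with a highest adjusted p of 0.12 for *Heyl* without wild-type replicate 2.

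Of 15 measured markers of NKT and innate-like T-cells, 5 were lower, 0 were higher and 10 did not pass the test (6 lower over the list alone). *Il18r1* and *Cd44*, both also found on activated T-cells, had log2 fold changes of -2.26 and -1.09, and the others were *Il17rb*, *Cxcr3* and *Il2rb* (0.076 without dKO replicate 1). *Zbtb16*, the transcription factor gene of NKT cells, had a log2 fold change of -0.16 (adjusted p = 0.19, and 0.031 without wild-type replicate 1). The list's median was 0.00 and its mean -0.28, and it was lower at an adjusted p of 0.028 (adjusted p = 0.19 with an estimated correlation). Of 16 genes of MLL and related complexes, 3 were higher (*Dpy30*, *Ash2l* and *Men1*) and 2 were lower (*Kmt2c* and *Kmt2d*). Over the list alone 4 were higher and 3 were lower, and the group adjusted p was 0.80. Of 24 other histone demethylase genes, 2 were higher (*Kdm3a* and *Riox1*) and 2 were lower (*Kdm4c* and *Kdm7a*), with 0 and 2 over the list alone (group adjusted p = 0.78). The calls on *Men1*, *Ash2l*, *Kmt2d*, *Kdm3a* and *Riox1* were lost without some single arrays, with a highest adjusted p of 0.15 for *Riox1* without dKO replicate 2.

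Lists of B-cell, thymic stroma and erythroid markers did not pass the threshold. Of 14 B-cell markers, *Cd79b* (-0.63) and *Cd72* (-0.50) were lower (group adjusted p = 0.20). Of 18 thymic stroma markers, *Pecam1*, *Ly75* and *Cldn4* were lower and *Epcam* was higher (group adjusted p = 0.41). Of 7 measured erythroid markers, *Gata1* and *Tfrc* were lower (group adjusted p = 0.19). These counts were the same over each list alone. *Cd74*, an abundant transcript of cells that present antigen, had log2 values of 7.73, 7.04 and 6.36 in dKO replicates 1, 2 and 3 and of 6.83, 6.62 and 6.22 in the wild-type arrays (log2 fold change 0.49, adjusted p = 0.27), and was called higher without dKO replicate 3 (0.028) and with the replicate number as a block (0.022). Of the 20 measured neighbours of *Kdm6a*, 4 were higher (*Jade3*, *Fundc1*, *Ndp* and *Efhc2*) and 0 were lower (group adjusted p = 0.18), and of the 20 neighbours of *Kdm6b*, 1 was higher (*Naa38*) and 2 were lower (*Cd68* and *Chd3*; group adjusted p = 0.57), the same over each list alone. The calls on *Tfrc*, *Ndp*, *Efhc2* and *Chd3* were lost without some single arrays, with a highest adjusted p of 0.16 for *Efhc2* without wild-type replicate 2. *Ndp* (4.57 in wild-type and 4.75 in dKO cells) and *Efhc2* (4.66 and 4.82) lay below the first quartile of the arrays, where background limits differences.

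Regulatory T-cell markers were lower in dKO cells (14 of 19), and the paper's main text does not discuss them. Whether its supplementary lists of genes hold some of these markers was not examined. The deposited values were already quantile normalized, so normalizing them again says little about array scaling. After quantile normalization again and after cyclic loess normalization, 14 of the 14 markers were still lower. A lower share of regulatory T-cells in the dKO sort may account for part of this and cannot be told apart from lower expression per cell, because 2 of the markers fell by more than *Foxp3* by over 2 standard errors of the difference, 7 fell by less and 4 lay within 2 standard errors, and other T-cells express several of them. *Foxp3* stood at 7.72 in wild-type and 6.83 in dKO cells and *Icos* at 10.71 and 10.30, and *Il2ra*, *Tnfrsf9* and *Itgae* also stand in other lists. Whether the sort on Vα2, CD24 and CD4 kept regulatory T-cells was not tested, and an effect of the genotype on these genes stays open, untested.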
